# Interleukin-4 and interleukin-13 induce different metabolic profiles in microglia and macrophages that relate with divergent outcomes after spinal cord injury

**DOI:** 10.7150/thno.65203

**Published:** 2021-10-03

**Authors:** Jesus Amo-Aparicio, Joana Garcia-Garcia, Isaac Francos-Quijorna, Andrea Urpi, Anna Esteve-Codina, Marta Gut, Albert Quintana, Ruben Lopez-Vales

**Keywords:** interleukin 4, interleukin 13, immune metabolism, polarization, spinal cord injury

## Abstract

**Background:** Microglia and macrophages adopt a pro-inflammatory phenotype after spinal cord injury (SCI), what is thought to contribute to secondary tissue degeneration. We previously reported that this is due, in part, to the low levels of anti-inflammatory cytokines, such as IL-4. Since IL-13 and IL-4 share receptors and both cytokines drive microglia and macrophages towards an anti-inflammatory phenotype *in vitro*, here we studied whether administration of IL-13 and IL-4 after SCI leads to beneficial effects.

**Methods:** We injected mice with recombinant IL-13 or IL-4 at 48 h after SCI and assessed their effects on microglia and macrophage phenotype and functional outcomes. We also performed RNA sequencing analysis of macrophages and microglia sorted from the injured spinal cords of mice treated with IL-13 or IL-4 and evaluated the metabolic state of these cells by using Seahorse technology.

**Results:** We observed that IL-13 induced the expression of anti-inflammatory markers in microglia and macrophages after SCI but, in contrast to IL-4, it failed to mediate functional recovery. We found that these two cytokines induced different gene signatures in microglia and macrophages after SCI and that IL-4, in contrast to IL-13, shifted microglia and macrophage metabolism from glycolytic to oxidative phosphorylation. These findings were further confirmed by measuring the metabolic profile of these cells. Importantly, we also revealed that macrophages stimulated with IL-4 or IL-13 are not deleterious to neurons, but they become cytotoxic when oxidative metabolism is blocked. This suggests that the metabolic shift, from glycolysis to oxidative phosphorylation, is required to minimize the cytotoxic responses of microglia and macrophages.

**Conclusions:** These results reveal that the metabolic fitness of microglia and macrophages after SCI contributes to secondary damage and that strategies aimed at boosting oxidative phosphorylation might be a novel approach to minimize the deleterious actions of microglia and macrophages in neurotrauma.

## Introduction

Spinal cord injury (SCI) results in loss of motor, sensory, and autonomic functions 1. SCI triggers two phases of neurodegeneration after SCI known as primary and secondary injury. While the first refers to the damage induced by the initial trauma itself in the spinal cord 1, secondary injury includes a sequence degenerative events that take place in the spinal cord during the following days or weeks 2. Among the different events that participate in secondary damage, inflammation is one of the main contributors 3,4.

The inflammatory response elicited in the spinal cord parenchyma after lesion is orchestrated mainly by tissue-resident microglia and blood-infiltrated macrophages 5. These two types of cells participate in the clearance of the cellular and myelin debris from the injury site, in part, by secreting cytotoxic factors such as free radical species, complement proteins, and proteases, among other molecules 3. However, as occurs with most of the functions elicited by innate immunity, these cytotoxic factors are unspecific and affect healthy neighboring tissue leading to cell death, increased lesion size, and functional impairments 6. Indeed, treatment with several anti-inflammatory drugs reduces tissue damage and functional deficits after SCI 7,8. However, clearance of cellular and myelin debris, together with the release of some helpful factors by microglia and macrophages, are critical for wound healing and axon regeneration 3. In fact, approaches aimed at attenuating the infiltration of monocytes or the expansion of microglia resulted into detrimental effects 9,10.

Microglia and macrophages can therefore mediate beneficial and harmful responses after SCI. The mechanisms that influence the outcome of the two immune cells are now beginning to be understood. Extensive *in vitro* studies have revealed that stimulation of microglia or macrophages with pro-inflammatory factors such as LPS or INFγ leads to a pro-inflammatory and cytotoxic state (also known as M1), whereas stimulation with cytokines such as IL-4 or IL-13 results in anti-inflammatory and pro-repair phenotype (also known as M2) 11,12. Although this binary classification of microglia and macrophages is useful when performing* in vitro* studies, these cells are exposed to multiple factors *in vivo* cells, with pro-inflammatory and anti-inflammatory actions, whose concentrations may vary at any given time. This results in a wide spectrum of phenotypes that can be more skewed towards pro-inflammatory or anti-inflammatory phenotype 13. In the present study, the terms detrimental/pro-inflammatory and protective/anti-inflammatory will be used to refer to the polarization states of macrophages and microglia bearing in mind that they are just an experimental construct.

Interleukin-13 (IL-13) is one of the cytokines that participate in the control of the inflammatory response 14. This cytokine is closely related to interleukin-4 (IL-4) and, for a long time, they were considered to have redundant functions 15. Both cytokines are secreted by T cells, granulocytes, macrophages, and microglia 16,17 and share the same receptors composed of IL-13Rα1 and IL-4Rα subunits 18. Activation of IL-13Rα1/IL-4Rα complex initiates a transduction signal that leads to anti-inflammatory responses 18. Both cytokines use Janus kinases (JAKs) to initiate the signaling and activate the signal transducer and activator of transcription-6 (STAT6) that translocates to the nucleus and regulates gene expression 19. However, IL-4, but not IL-13, also leads to tyrosine phosphorylation of insulin receptor substrate 2 (IRS-2), which in turn activates phosphoinositide 3 kinases (PI3Ks) and protein kinase B (PKB), also known as Akt 18.

In a previous study, we demonstrated that microglia and macrophages adopt a pro-inflammatory phenotype after SCI due, in part, to the insufficient expression of IL-4 in the lesioned spinal cord. We showed that increasing IL-4 levels in the injury site drove microglia and macrophages towards a phenotype conducive for tissue repair, leading to locomotor recovery after SCI 20. However, whether IL-13 exerts similar actions on microglia and macrophages after SCI has not been reported yet. In the present work, we therefore aimed to study the effects of IL-13 on the functional phenotype of microglia and macrophages after SCI.

## Methods

### Approvals

All the experiments were approved by the Ethics Committee on Animal and Human Experimentation from the Universitat Autònoma de Barcelona (CEEAH: 4057) and followed the European Communities Council Directive 2010/63/EU. Methods from each procedure were carried out following approved guidelines and mice were randomized.

### Spinal cord injury

Spinal cord injury procedure was performed according to the described protocol 21. Adult (8-10 weeks old) female C57BL/6J mice from Charles River were anesthetized by intramuscular injection with a mixture of ketamine (90 mg/kg) and xylazine (10 mg/kg). After performing laminectomy at 11^th^ thoracic vertebrae, the exposed spinal cord was contused using the Infinite Horizon Impactor device (Precision Scientific Instrumentation, #IH-0400). A force of 50 kdynes and a tissue displacement of 400-500 µm was applied. Following the directives approved by the Ethics Committee on Animal and Human Experimentation from the Universitat Autònoma de Barcelona, all the SCI experiments were performed in female mice since male rodents show more severe post-operative complications and difficulty with manual bladder expressions, which are required after experimental paralysis. However, there are no sex differences in lesion size or locomotor recovery after SCI in mice or rats 22,23.

### Intraspinal injection of rIL-13 and rIL-4

At 18 or 48 h after SCI, 1 µL containing 100 ng of rIL-13 (BD Bioscience, #554599) or rIL-4 (eBioscience, #574302) was injected into the spinal cord. Phosphate buffer saline (PBS, ThermoFisher Scientific, #10010023) was used as vehicle. Single injections were performed using a 30-µm diameter glass micropipette (Fisher Scientific, #50-821-968) coupled to a 10-µL Hamilton syringe (Sigma-Aldrich, #24530). Glass micropipette was introduced in the middle of the injury epicenter with a depth of 1 mm. Injections were controlled by a 310 Plus automatic injector (KD Scientific, #789311) with a 2 µL/min rate. After injection, the tip of the micropipette was maintained inside the cord tissue for 3 additional minutes to avoid liquid reflux.

### Functional Assessment

Locomotor recovery was evaluated at 1, 3, 5,7, 10, 14, 21, and 28 days post-injury (dpi) on an open-field using the nine-point Basso Mouse Scale (BMS) 24. BMS evaluation was performed by two researchers who were blinded to the experimental groups. A consensus score between two researchers was taken. At least 6 mice per group were used.

### Luminex (bead-based multiplex assay)

Luminex assay was performed according to the described protocol 21. At different time points after injury, mice received an intraperitoneal injection of sodium pentobarbital (Dolethal). Blood was removed by perfusion with 60 mL of 0.9% NaCl in distilled water. 0.6 cm of the spinal cord, centered into the injury site, were taken from each mouse. Samples were frozen in liquid nitrogen and homogenized in extraction buffer using a TissueRuptor (Qiagen, #9002755) and an Ultrasonic Homogenizer (Biologics Inc., #3000). Extraction buffer was prepared following the previous publication 21. Protein was quantified and diluted to 2 mg/µL. Beads and samples were added to the Luminex plate following specific commercial protocols (Invitrogen). After washing, 50 µL of samples were added and incubated overnight at 4ºC. Finally, secondary antibodies were added and the levels of IL-13 and IL-4 were calculated using a MAGPIX Luminex reader (ThermoFisher Scientific). Final values were normalized to the protein concentration of the samples. 4 mice per each time-point were used.

### Flow cytometry

Flow cytometry from the spinal cord was performed according to the described protocol 21. 24 h after intraspinal injection of PBS, rIL-13 or rIL-4, mice received an intraperitoneal injection of sodium pentobarbital (Dolethal). Blood was removed by perfusion with 60 mL of 0.9 % NaCl in distilled water. 0.6 cm of the spinal cord, centered into the injury site, were taken from each mouse. After mechanic and enzymatic disaggregation with collagenase (Sigma-Aldrich, #C-2674) and DNase (Roche, #11284932001), cells in suspension were stained with the following antibodies: CD45-PerCP (BioLegend, #103130), CD11b-PE-Cy7 (BioLegend, #101216), F4/80-APC (eBioscience, #17-4801-82), F4/80-PE (eBioscience, #12-4801-80), F4/80-FITC (MACS Miltenyi, #130-102-988), IL-13Rα1-PE (eBioscience, #12-2130-80), IL-4Rα-APC (MACS Miltenyi, #130-103-348), CD16/32-PE (BioLegend, #101308), CD206-FITC (BioLegend, #141704), Arg1-unconjugated (Santa Cruz, #SC-18354), and iNOS-unconjugated (Abcam, #ab15323). 1:200 dilutions were used for all these antibodies. For unconjugated antibodies, Alexa Fluor 488 (ThermoFisher Scientific, #A1105) or Alexa Fluor 647 (Abcam, #ab150075) secondary antibodies at 1:500 dilutions were used. Proper isotypes for each antibody were selected. Cells were analyzed using the FACSCanto flow cytometer (BD Bioscience). Data were quantified using FlowJo® software. Microglia cells were defined as CD45^low^, CD11b^+^, and F4/80^+^ whereas macrophages were defined as CD45^high^, CD11b^+^, and F4/80^+^ according to previous publications 20,21. Granulocytes, mainly neutrophils, were defined as CD45^high^, CD11b^+^, and F4/80^-^ 20,21. The expression level of each marker was calculated by dividing the number of positive cells from each marker over the total of CD45^+^ cells. 4 mice per group were used.

### Histology

At the end of the functional evaluation, mice were perfused with 4% paraformaldehyde (Sigma-Aldrich, #F8775) in 0.1M phosphate buffer. 0.6 cm of the spinal cord, centered into the lesion site, were removed from each mouse and cryoprotected with 30% sucrose in 0.1 M of PBS at 4 ºC. Samples with 10-µm thick were cut in the cryostat and picked up with a glass slide. Samples were arranged following a serial distribution. Adjacent sections on the same slide were 100 µm apart. After graded dehydration, sections were placed in a 1 mg/mL Luxol Fast Blue (LFB, Sigma-Aldrich, #S3382) solution in 95% ethanol and 0.05% acetic acid and left overnight at 37 ºC. Sections were then washed in 95% ethanol and cleared with 0.5 mg/mL of Li_2_CO_3_ (Sigma-Aldrich, #255823) in distilled water for 1.5 min. After several washes, sections were dehydrated and mounted in DPX mounting media (Sigma-Aldrich, #44581). After fixation, the epicenter of the contusion was localized by determining the tissue section with the lowest LFB stained area. NIH ImageJ software was used to perform the quantifications. 6-8 mice per group were used.

### Cell sorting and RNA extraction

The flow cytometry protocol, with slight modifications, was used for cell sorting. Myelin was removed from the spinal cord cell suspension using myelin removal beads (MACS Miltenyi, #130-096-731) and LS MACS columns (MACS Miltenyi, #130-096-731) following the manufacture's recommendations. Afterward, cells were stained with CD45-PerCP, CD11b-PE-Cy7, and F4/80-PE antibodies and sorted using the FACSJazz (BD Bioscience). 1 drop pure method was used. A drop frequency of 39.05 kHz and a sheath pressure of 27 psi were established. Sort rate varied between 100-150 cells/sec depending on the sample since treatments can alter cell density. Populations were gated as previously described using the basis of FSC and SSC, CD45-PerCP, CD11b-PE-Cy7, and F4/80-PE antibodies. From 9,000 to 73,000 events of macrophages or microglia were obtained from each mouse. The purity after sorting was 99%. Cells from sorting were collected in Eppendorf tubes with 350 µL of ice-cold RLT buffer (Qiagen, #74004). RNA extraction was performed using the RNeasy Micro Kit (Qiagen, #74004) following the manufacturer's recommendations. RNA was stored at -80 ºC until processing. 3 mice per group were used.

### Low-input RNA-seq

RNA sequencing libraries were prepared following the SMARTseq2 protocol 25 with some modifications. Briefly, RNA was quantified using the Qubit RNA HS Assay Kit (ThermoFisher Scientific, #Q32852) and the input material used for the initial cDNA synthesis varied in function of the available sample concentration (0.12ng-10ng). Reverse transcription was performed using SuperScrpit II (Invitrogen, #18064022) in the presence of oligo-dT30VN, template-switching oligonucleotides (1 µM) and betaine (1M). The cDNA was amplified using the KAPA Hifi Hotstart ReadyMix (Kappa Biosystems, #7958927001), 100 nM ISPCR primer, and 15 cycles of amplification. The amplified cDNA (200 ng) was fragmented using Nextera® XT (Illumina, #FC-131) and amplified for 10-12 cycles with indexed Nextera® PCR primers. The Nextera® library was purified twice with Agencourt Ampure XP beads (0.8:1 ratio). The libraries were sequenced on HiSeq2500 (Illumina, Inc) in paired-end mode with a read length of 2x76bp using TruSeq SBS Kit v4 and Nextera XT Index Kit of 8bp+8bp. Image analysis, base calling and quality scoring of the run were processed using the manufacturer's software Real Time Analysis (RTA 1.18.66.3) and followed by generation of FASTQ sequence files by CASAVA. The data generated in this publication have been deposited in NCBI's Gene Expression Omnibus 26 and are accessible through GEO Series accession number GSE158510 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158510).

### RNA-seq processing and data analysis

RNA-seq paired-end reads were mapped against the mouse reference genome (GRCm38) using STAR version 2.5.3a 27 with ENCODE parameters for long RNA. Annotated genes were quantified using RSEM version 1.3.0 with default parameters 28. Differential expression analysis was performed with DESeq2 version 1.18.1 29 for the microglia and macrophages experiments separately. Principal component analysis was done using the top 500 most variable genes with the 'prcomp' R function and 'ggplot2' R library. Heatmap with the top 50 differentially expressed genes for each comparison was performed with the 'pheatmap' R package with the 'rlog' transformed counts from DESeq2 and scaling by row. KEGG pathway representation was performed with the DAVID db version 6 30,31. Normalized expression values for specific markers were also used to evaluate the levels of damage-associated genes.

### Cell metabolism

24 h after intraspinal injections of PBS, rIL-13, or rIL-4, mice were deeply anesthetized with sodium pentobarbital and spinal cord cell suspensions were generated as previously described 21. Cells were incubated with CD11b magnetic microbeads (MACS Miltenyi, #130-049-601) and then loaded into LS MACS columns (MACS Miltenyi, #130-042-401) following the manufacturer's guidelines. Myeloid cells were purified and quantified in the Neubauer Chamber. 200,000 cells per mice and well were plated in a XFp cell culture miniplate (Agilent, #103025-100) following the specific manufacturer's protocol for cell suspensions. Seahorse XF Base Medium (Agilent, #103335-100) supplemented with 1 mM pyruvate (Sigma-Aldrich, #S8636), 2 mM glutamine (Sigma-Aldrich, #G-7513), and 25 mM glucose (Sigma-Aldrich, #G-7021) was used as a measurement medium. A Mixture of 1 µM oligomycin and 1.5 µM carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP) (Agilent, #103275-100) were loaded into the proper cartridge (Agilent, #103022-100). Measurements of extracellular acidification rate (ECR), a hallmark of glycolysis based on the rate of increase in proton concentration (or decrease in pH), and oxygen consumption rate (OCR), a hallmark of mitochondrial respiration based on the rate of oxygen concentration in the assay medium, from live cells were performed using the Seahorse XFp Cell Energy Phenotype protocol in a XFp Analyzer (Agilent, #103275-100). 3 measures were taken under basal conditions and 5 measures after exposition to oligomycin and FCCP stressors. 3 mice per group were used.

### Cell culture

Bone marrow-derived macrophages (BMDM) were cultured according to described protocols 32. Briefly, mice were euthanatized and cells from femurs were collected. 4 x 10^5^ cells were plated per sterile plastic petri dish in 10 mL of DMEM/F-12 (ThermoFisher Scientific, #11320033) supplemented with 10% fetal bovine serum (Sigma-Aldrich, #F2442), 1% penicillin/streptomycin (Sigma-Aldrich, #P4333), and 100 ng/mL of recombinant M-CSF (R&D Systems, #416-ML). Cells were incubated at 37 ºC and 5% CO_2_ and the medium was changed at days 3, 5 and 7. At day 7, cells were exposed to conditioning conditions: (i) 100 ng/mL of LPS (Sigma-Aldrich, #L2880) + 20 ng/mL of rINFγ (R&D Systems, #485-MI), (ii) 20 ng/mL of rIL-4 (eBioscience), (iii) 20 ng/mL of rIL-13, (iv) 7.9 µg/mL of Oligomycin (Sigma-Aldrich, #75351) + 2.1 µg/mL of Antimycin (Sigma-Aldrich, #A8674), (v) 20 ng/mL of rIL-4 + 7.9 µg/mL of Oligomycin + 2.1 µg/mL of Antimycin, and (vi) 20 ng/mL of rIL-13 + 7.9 µg/mL of Oligomycin + 2.1 µg/mL of Antimycin. Concentrations were based on previous publications 33. After 24 h, supernatants (conditioned mediums) were collected and stored at -20 ºC until use.

Motor neuron-like NSC-34 cells were cultured in DMEM (ThermoFisher Scientific, #10566016) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin (Sigma-Aldrich, #P-0781) in a 37 ºC and 5% CO_2_ incubator.

### MTT viability assay

To perform the viability assay, NSC-34 cells were harvested and plated at 10^5^ cells/mL in a 96-well plate. 24 h later, cell medium was completely removed and substituted with the different macrophage-conditioned mediums. After 24 h, cell viability was analyzed by incubation with 5 mg/mL of 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, ThermoFisher Scientific, #M6494) solution for 1 h at 37 °C. Afterwards, MTT salts were dissolved in DMSO (Sigma-Aldrich, #472301) and optical density (OD) at 562 nm was measured using an Elx800 microplate reader (BioTek). The percentage of surviving cells was determined by dividing the optical density of each condition with the control medium. 5 biological replicates per condition were used.

### Immunofluorescence

NSC-34 cells stimulated with the different macrophage-conditioned medium for 24 h were washed with ice-cold PBS and fixed with 4% paraformaldehyde (Sigma-Aldrich) in 0.1M phosphate buffer. Fixed cells were treated with TBS with 0.3% Triton X-100 (Sigma-Aldrich, #9002-93-1) and 10% normal donkey serum (Merck Millipore, #566460) for 1 h. Cells were then incubated with 1:500 mouse anti-Tubulin β3 monoclonal antibody (Biolegend, #801213) o/n at 4 °C. Cells were then stained with 1:200 Alexa Fluor 488 anti-mouse antibody (Invitrogen, #A28175) for 1 h at room temperature and finally mounted in Mowiol mounting media (Sigma-Aldrich, #81381). Photographs were taken using an Olympus DP76 digital camera attached to the microscope (Olympus BX51).

### Statistics

All the analyses were conducted by GraphPad Prism 8 software. The Kolmogorov-Smirnov test was used to test normality. BMS score and cell metabolic assays were analyzed using two-way repeated measures ANOVA with Bonferroni's post hoc correction. Cytokine levels from Luminex and absorbance form MTT assay were analyzed using one-way ANOVA with Dunnett's post hoc correction. Flow cytometry data were analyzed using one-way ANOVA with Tukey's post hoc correction. Normalized expression values for damage-associated genes were also evaluated using the same method. Myelin sparing was analyzed using multiple t-test comparisons with Holm-Sidak's post hoc correction. Results were expressed as mean ± SEM and differences were considered significant at p<0.05.

## Results

### SCI induces changes in the levels of IL-13 and its receptors

Since IL-13 has effects on immune cells that are closely related to those exerted by IL-4, we assessed the dynamic changes of IL-13 protein levels in the spinal cord parenchyma after contusion injury. Luminex assay revealed that IL-13 was expressed at very low levels in the spinal cord under normal physiological conditions (Figure 1A). After SCI, protein levels of IL-13 showed a tendency, although not significant, to increase but only for the first 12 h. After 24 h, IL-13 returned to basal levels (Figure 1A). In agreement with our previous publication 20, IL-4 protein levels were not up-regulated for the first 28 days after SCI (Figure 1B).

We then analyzed the expression of IL-13Rα1 and IL-4Rα receptor subunits in microglia and macrophages for the first 48 h after SCI (Figure S1). Flow cytometry analysis revealed that microglia in the spinal cord did not express any of these subunits at physiological conditions (Figure 1C-F). At 18 h post-injury, IL-4Rα was found in ~55% of microglia and ~70% of macrophages (Figure 1C,E) whereas IL-13Rα1 was found in ~60% of microglia and ~30% of macrophages (Figure 1D,F). From 24 to 48 h after injury, the presence of IL-4Rα was found in ~50% of both myeloid cell subsets (Figure 1C,E) whereas the expression of IL-13Rα1 was observed in ~25% of microglia and macrophages (Figure 1D,F).

### rIL-13 increases infiltration and anti-inflammatory polarity of macrophages

Since levels of IL-13 were very low (Figure 1A) but receptors were available (Figure 1C-D) after SCI, we hypothesized that increasing the bioavailability of IL-13 at the lesion site may skew microglia and macrophages towards an anti-inflammatory phenotype. Based on our previous publication with rIL-4 20, we administered rIL-13 at the injury site at 48 h after SCI and evaluated its effect on immune cell counts and polarization after 24 h. We also injected rIL-4 in a group as positive control. PBS was used as negative control.

We found that rIL-13 led to similar effects than rIL-4 on macrophages and microglia counts (Figure 2A). Both cytokines significantly increased the number of infiltrated macrophages into the injured spinal cord but did not alter the number of microglia or granulocytes (Figure 2B). rIL-13 and rIL-4 also induced the appearance of a population of myeloid cells (CD45^high^, CD11^low^) that was minimally detectable in the lesioned spinal cord of mice treated with PBS (Figure 2A). We previously shown that rIL-4 induced the appearance of this myeloid cell subset in the injured spinal cord and that they were phenotypically compatible with resolution phase macrophages 20. Nevertheless, the counts of this resolution phase macrophages-like cells in the spinal cord was ~2 fold increased with rIL-4 relative to rIL-13 (Figure 2C).

We then investigated whether rIL-13 altered the polarization of macrophages and microglia in the injured spinal cord by evaluating the levels of pro-inflammatory (iNOS and CD16/32) and anti-inflammatory (Arg1 and CD206) markers. In agreement with previous works 20,34, we found only a small proportion (<20%) of microglia (Figure 3A,C) and macrophages (Figure 3B,D) expressing the anti-inflammatory markers, CD206 and Arg1, at 3 days post-lesion in PBS-mice. In contrast, the pro-inflammatory markers, iNOS and CD16/32, were highly expressed in both myeloid cell subsets. Treatment with rIL-13 and rIL-4 significantly increased the proportion of microglia and macrophages expressing Arg1 and CD206, indicating that both cytokines induced a change towards anti-inflammatory phenotype. Comparatively, rIL-4 led to slightly, but significant, greater expression of anti-inflammatory markers than rIL-13 in microglia (Figure 3C) but not in macrophages (Figure 3D). Contrarywise, rIL-13 reduced the expression of iNOS in microglia and tended to decrease its levels in macrophages, while rIL-4 failed to alter the expression of this pro-inflammatory marker in both myeloid cell subsets (Figure 3C,D). Indeed, the expression of iNOS in macrophages was slightly, but significant, reduced by rIL-13 as compared to rIL-4 (Figure 3C,D).

### rIL-13 fails to promote functional and histological outcomes after SCI

Since rIL-13 induced an anti-inflammatory/pro-repair phenotype of macrophages and microglia when injected at 48 h following injury, we then studied whether these changes were associated with greater functional and histopathological outcomes. Unexpectedly, we found that rIL-13 did not lead to any locomotor improvement for the first 28 days after injury (Figure 4A). At the end of the follow up, ~80% of the mice from PBS and rIL-13 groups showed extensive ankle movement and only a few of them reached plantar placement (final BMS score ~2.4 for both groups) (Figure 4B). Similarly, histological analysis of the spinal cord from mice injected with rIL-13 did not reveal any enhancement in the myelinated area either at the epicenter of the lesion or in adjacent areas (Figure 4C,D). Contrarywise, and in line with our previous report 20, administration of rIL-4 used as positive control resulted in significant improvement of functional recovery (Figure 4E).

Then, we evaluated the effects of intraspinal injection rIL-13 when given at 18 h post-injury, which coincides with the peak of IL-13Rα1 expression in macrophages and microglia (Figure 1F). As happened at 48 h, administration of rIL-13 at 18h post-injury did not lead to locomotor recovery after SCI (Figure 4F). These results revealed that, although treatment of rIL-13 and rIL-4 exerted similar effects on microglia and macrophage counts and phenotype, only rIL-4 was able to promote beneficial functional effects after SCI.

### rIL-13 and rIL-4 induce different transcriptomic profiles in microglia

We then sought to investigate the different mechanisms modulated by rIL-4 and rIL-13 in macrophages and microglia that could be related to functional recovery after SCI. For this purpose, we intraspinally injected mice with PBS, rIL-13 or rIL-4 at 48 h after contusion injury. 24 h later, we purified microglia and macrophages from the lesioned spinal cord and performed an RNA sequencing (RNA-seq) analysis.

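Microglia and macrophages were sorted from the same injured spinal cords, so that the 18 libraries came from 9 mice, with 3 mice injected with PBS, 3 with 100 ng of rIL-13 and 3 with 100 ng of rIL-4. The injection was given 48 h after the contusion and the cells were collected 24 h later. Libraries were made by SMART-seq2, which amplifies full-length cDNA from few cells without molecular identifiers or strand information. The authors mapped the reads to GRCm38 with STAR and deposited RSEM's expected counts for each annotated gene as whole numbers, without normalization. RSEM divides reads that match several genes between them. The total per library was between 35961305 and 45849829 counts, with a median of 39570356. It was between 37151793 and 39463858 in PBS microglia, between 38993087 and 41960631 in rIL-13 microglia and between 37963978 and 44431581 in rIL-4 microglia. In macrophages, it was between 36445342 and 38426762 with PBS, between 35961305 and 39783556 with rIL-13 and between 42320537 and 45849829 with rIL-4. Differential expression (DE) was tested in the 9 libraries of each cell type with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method over the genes that edgeR's filter on low counts kept. The threshold was an adjusted p of 0.05. Standard errors of log2 fold changes were derived from the test's F statistic. Normalized counts are counts divided by DESeq2's size factors of the 9 libraries of a cell type, given as the mean ± SD of the 3 mice of a group. Where no library of a group had more than 3 counts of a gene, its fold was given as a lower bound set by that limit, which covers counting error only. Gene positions were taken from the GENCODE annotation of GRCm38.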

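On rlog values of the 500 most variable genes, the first principal component (PC1) held 85.5% of the variance and separated every microglia library from every macrophage library. Dcn, Bgn and Col3a1, which are on a list of fibroblast and pericyte markers, were among the 10 leading genes by PC1 loading. None of the 10 was on a list of homeostatic microglia genes. RNA from such cells in the microglia libraries may therefore add to this separation. The second component (PC2) held 4.68%. In microglia, the mean PC2 score was 28.7 ± 7.20 (SD, n = 3) with rIL-4, -3.01 ± 12.7 with rIL-13 and -18.2 ± 4.04 with PBS. The difference of 31.7 between rIL-4 and rIL-13 had a two-sided p of 0.1 in an exact permutation test, the smallest p that 3 mice against 3 allow. The rIL-13 microglia of mouse 6 scored -17.5. The difference was 14.3 without rIL-13 mouse 5, 14.8 without rIL-4 mouse 9, 19.6 without rIL-13 mouse 6, 14.3 with DESeq2's vst in place of rlog and 12.9 with log2 CPM. In macrophages, the mean score was 1.94 ± 0.586 with rIL-4, -0.255 ± 1.19 with rIL-13 and -9.25 ± 0.303 with PBS. There, rIL-4 and rIL-13 differed by 2.20, with the same smallest p of 0.1 in the exact permutation test. Without PBS mouse 3, the difference in macrophages was 1.03, with p = 0.4 in an exact permutation test, and with vst it was 6.45. PC1 changed most when all genes that passed the filter were used, to 58.3%. Of the 13 mitochondrially encoded protein genes, 0 were among the 500.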

Principal Component Analysis (PCA) revealed that rIL-4 and rIL-13 mediated different gene signatures on these immune cells (Figure 5A). 

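Against PBS, 345 genes were DE in rIL-4 microglia by edgeR's quasi-likelihood test, 207 of them higher and 138 lower, and 57 in rIL-13 microglia, 44 higher and 13 lower. In macrophages, 1900 genes were DE with rIL-4, 921 higher and 979 lower, and 570 with rIL-13, 344 higher and 226 lower. The count for rIL-4 microglia changed most without PBS mouse 3, to 75 genes, and with DESeq2's Wald test, to 1467 genes. It also fell without PBS mouse 1, to 81, and without PBS mouse 2, to 128. Fits without 1 mouse have fewer libraries to estimate variance, so this fall is not specific to mouse 3. The balance was reversed with DESeq2, with 646 genes higher and 821 lower. The groups did not overlap for 25.9% of the genes tested in rIL-4 and PBS microglia and for 34.5% in the same comparison in macrophages, where chance gives 10%. Sprr2a2 (ENSMUSG00000068893.5, chromosome 3 from 92215920 to 92256724), which has near-identical copies that could share its reads, had 2446 ± 1187 normalized counts (SD, n = 3) in rIL-4 microglia and 765 ± 226 in rIL-13 microglia. No count was found in PBS microglia, so that Sprr2a2 was at least 780-fold higher with rIL-4 and at least 244-fold higher with rIL-13. Retnla (ENSMUSG00000061100.3, chromosome 16 from 48842551 to 48844461) was at least 9486-fold higher in rIL-4 macrophages than in PBS macrophages, and at least 2263-fold higher in rIL-13 macrophages. Across genes, which are not independent replicates, the log2 fold changes of the 2 cytokines against PBS had a Pearson correlation of 0.359 in microglia and 0.766 in macrophages. Both comparisons used the same PBS libraries, and simulated groups without any effect gave a mean correlation of 0.501 in microglia and 0.502 in macrophages. With genes that had at least 10 counts in every library, the correlation in microglia was 0.597 and its simulated mean was 0.500.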

Although the effects of these cytokines on the polarization state of microglia and macrophages was very similar, they induce different responses at gene level. To identify specific changes caused by rIL-4 and rIL-13 in microglia and macrophages, we focused on genes that were differentially expressed (DE) (adjusted p-value < 0.05) in these two myeloid cell populations by the effects of these cytokines.

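Of 15566 genes tested in microglia, 6 were DE between rIL-4 and rIL-13 by edgeR's quasi-likelihood test, and 1773 had an unadjusted p under 0.05. DESeq2's Wald test, run on the same 9 libraries, called 702 genes, the largest change among the alternatives. The count also depended on single mice. It was 0 without rIL-13 mouse 5, 6 or 7 and without rIL-4 mouse 10. It was 11 without rIL-4 mouse 8 and 15 without rIL-4 mouse 9. Without rIL-13 mouse 5, 1802 genes had an unadjusted p under 0.05. The rIL-4 and rIL-13 libraries did not overlap for 12.4% of the genes, where chance gives 10%.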

We identified 477 genes that were DE in microglial cells after rIL-4 and rIL-13 injection. Among them, 352 were up-regulated by rIL-13 whereas 125 were up-regulated by rIL-4. Similarly, in the list of the top 50 DE genes in microglial cells, only as small proportion (13 out 50) were up-regulated in rIL-4 relative to rIL-13 (Figure 5B, S2). Among them, 6 were related to elements of the mitochondria respiratory chain, suggesting that rIL-4 could foster mitochondrial respiration in microglia in comparison to rIL-13. 

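All 6 genes that edgeR called DE between rIL-4 and rIL-13 in microglia were lower with rIL-4, 0 were higher, and DESeq2 called 485 lower and 217 higher. The balance depended on the fit. Without rIL-4 mouse 9, edgeR called 10 genes higher and 5 lower with rIL-4, and with all 18 libraries in a single model 51 higher and 87 lower. Ptk7 (ENSMUSG00000023972.9, chromosome 17 from 46564471 to 46629504), a protein tyrosine kinase gene, had 0.364 ± 0.631 normalized counts (SD, n = 3) in rIL-4 microglia and 597 ± 528 in rIL-13 microglia, and was at least 169-fold lower with rIL-4 (adjusted p = 0.0397, edgeR). Its SD with rIL-13 was nearly as large as its mean. With each mouse left out in turn, Ptk7 was not called in any fit, with adjusted p from 0.0631 to 0.139 in edgeR. The other calls were Fam171b, Pdk4, Srpx2, Kcnd1 and Nrip2, named here after their values were seen, which were between at least 56.1-fold and at least 193-fold lower with rIL-4.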

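The 50 genes with the lowest p between rIL-4 and rIL-13 in microglia were 14 genes higher and 36 genes lower with rIL-4, with adjusted p of up to 0.126 in edgeR's test. Ranked by DESeq2, 13 of the 50 were higher with rIL-4. With edgeR, the number was 25 with only the 6 libraries compared, 23 with genes of at least 10 counts in every library and 20 with all 18 libraries. With each mouse left out in turn, it was between 5, without rIL-13 mouse 6, and 14.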

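Of the 14 genes higher with rIL-4 among the 50 leading genes in microglia, 5 were respiratory chain genes, each of them mitochondrially encoded: mt-Co1, mt-Nd4, mt-Cytb, mt-Nd5 and mt-Atp6. Expected counts of these genes can be shared with nuclear copies of mitochondrial DNA. mt-Co1 (ENSMUSG00000064351.1, mitochondrial chromosome from 5328 to 6872) had 1597280 ± 654470 normalized counts (SD, n = 3) in rIL-4 microglia and 507631 ± 4359 in rIL-13 microglia, a log2 fold change of 1.65 (standard error 0.27, adjusted p = 0.0976, edgeR). mt-Nd4 (ENSMUSG00000064363.1, from 10167 to 11544) had a log2 fold change of 1.68 (standard error 0.30, adjusted p = 0.116, edgeR). For mt-Cytb (ENSMUSG00000064370.1, from 14145 to 15288), it was 1.54 (standard error 0.28, adjusted p = 0.119, edgeR). None of the 3 passed the threshold over all genes, but without rIL-4 mouse 9 the adjusted p of mt-Co1 was 0.0412, and DESeq2 gave 6.67e-07. The 13 mitochondrially encoded protein genes made up 8.86% ± 3.00 of all counts (SD, n = 3) in rIL-4 microglia, 3.4% ± 0.126 in rIL-13 microglia and 2.56% ± 0.417 in PBS microglia. In the ranking by DESeq2, 0 of the 50 genes belonged to the respiratory chain, and after edgeR 6 did with DESeq2's size factors and 9 with genes of at least 10 counts in every library. With each mouse left out in turn, 8 did without rIL-4 mouse 9. In every other such fit, only between 0, without rIL-13 mouse 7, and 2, without rIL-4 mouse 8, did.

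**Figure D1:**
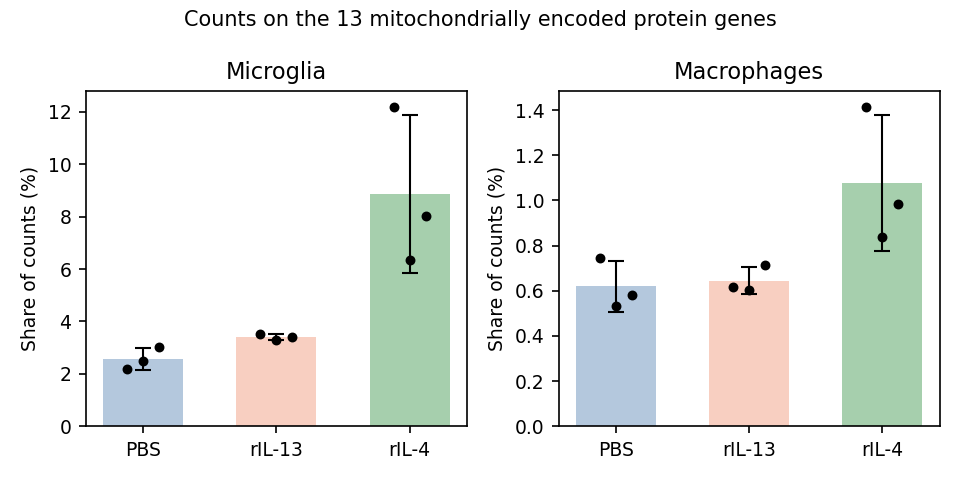
Share of counts (%) on the 13 mitochondrially encoded protein genes in the libraries of PBS, rIL-13 and rIL-4 mice, in microglia and in macrophages. Points are libraries, bars are means and error bars are SD (n = 3); rIL-4 microglia sit between 6.35% and 12.2%, above the rIL-13 microglia.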

We also performed gene ontology (GO) analysis (Figure S3) to evaluate multiple biological processes (Figure S3A), molecular functions (Figure S3B), and cellular components (Figure S3C) that could be differentially altered between rIL-13 and rIL-4 in microglia. Again, several events related to cell metabolism were found to be differently induced. In this line, oxidative phosphorylation appeared as one of the three Kyoto Encyclopedia of Genes and Genomes (KEGG) defined pathways differentially enriched in microglia by rIL-4 in comparison to rIL-13 (Figure S3D, S4).

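KEGG's pathway was represented by a list of the 13 mitochondrially encoded and 95 nuclear-encoded oxidative phosphorylation genes, written before the counts were seen. Of the 95, 78 were found under the symbols used and were tested. No gene of the list was DE with a higher level in rIL-4 microglia by edgeR's test on the 9 microglia libraries, since 0 genes were higher. With all 18 libraries in a single model, edgeR called 51 genes higher, of which 8 were on the list (odds ratio 36.7, Fisher's exact test, two-sided, p = 3.23e-10). Without rIL-4 mouse 9, it called 10 higher, of which 7 were on the list. Among the 217 genes that DESeq2 called higher, 10 were on the list, all of them mitochondrially encoded, with an odds ratio of 9.30 against all genes tested (Fisher's exact test, two-sided, p = 4.47e-07). The 8 listed genes called with all 18 libraries were mitochondrially encoded as well. Fisher's test takes genes as independent, whereas these genes can rise together as parts of a single share of counts per library. Its p-values here can therefore be too small. As lists, the mitochondrially encoded genes had a median log2 fold change of 1.54 between rIL-4 and rIL-13, with 13 of 13 higher (adjusted p = 0.0185 over 5 lists, limma's fry test). The median was 0.11 for the nuclear-encoded genes, with 63 of 78 higher (adjusted p = 0.253, fry), and 0.27 for 22 glycolysis genes, with 17 higher (adjusted p = 0.187, fry). For 42 adhesion genes, it was -0.31, with 16 higher, and this list passed the threshold as well (adjusted p = 0.0105, fry). For 30 proliferation genes, it was -0.11, with 8 higher (adjusted p = 0.253, fry). With camera and a preset correlation of 0.01, the nuclear-encoded and glycolysis lists also passed the threshold. Neither did under fry on all 9 microglia libraries or with an estimated correlation, where the mitochondrially encoded list kept an adjusted p of 0.0477. The glycolysis list did pass under fry without rIL-4 mouse 8. The adhesion list missed the threshold with camera under either correlation. With only the 6 libraries compared, the mitochondrially encoded list had an adjusted p of 0.0740 under fry. It also missed the threshold without rIL-13 mouse 6, at 0.0679. Against PBS, the nuclear-encoded list had a median of 0.40 with rIL-4 (adjusted p = 0.00797, fry) and 0.28 with rIL-13 (adjusted p = 0.0775, fry), each adjusted over 3 lists.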

We then studied the expression of key genes that are upregulated in damage-associated microglia (DAM) and that have been recently described in Alzheimer's disease and other neurological conditions 35,36. 

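In PBS microglia after SCI, Apoe (ENSMUSG00000002985.16, chromosome 7 from 19696109 to 19699188) had 268610 ± 37153 normalized counts (SD, n = 3), more than 99.9% of the genes tested. Trem2 (ENSMUSG00000023992.14, chromosome 17 from 48346401 to 48354147) had 19399 ± 3697 and Axl (ENSMUSG00000002602.16, chromosome 7 from 25757273 to 25788705) had 7945 ± 132. Cd9 (ENSMUSG00000030342.8, chromosome 6 from 125460266 to 125494791) had 23530 ± 3296, Csf1 (ENSMUSG00000014599.10, chromosome 3 from 107741048 to 107760469) had 1261 ± 182 and Ccl6 (ENSMUSG00000018927.3, chromosome 11 from 83587882 to 83593087) had 6685 ± 2271. Trem2, Axl, Cd9 and Ccl6 lay between the percentiles 95.3 and 99.1 of the genes tested, and Csf1 lay at the percentile 70.6. Among genes with at least 10 counts in every library, Csf1 was at the percentile 58.8. The libraries included no microglia from uninjured mice, so these values give levels and not a change after SCI. Against PBS macrophages, Axl was higher in microglia by 0.37 on the log2 scale (standard error 0.11, adjusted p = 0.0256, edgeR). Apoe was lower in microglia, with a log2 fold change of -1.48 (standard error 0.15, adjusted p = 0.000101, edgeR), and so was Ccl6, with -2.02 (standard error 0.28, adjusted p = 0.000631, edgeR).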

We found enrichment for DAM markers, such as, *ApoE*, *Trem2*, *Axl*, *Cd9*, *Csf1*, and *Ccl6* in microglial cells after SCI (Figure 6). Intraspinal injection of rIL-13 and rIL-4 reduced the expression of most of these genes, except for *Ccl6*, that was increased by both cytokines (Figure 6F). 

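With rIL-4, 5 of the 6 DAM genes were lower than with PBS in microglia. Over all genes tested, 2 of the 6 were DE by edgeR's test. These were Axl, which fell to 2639 ± 1004 normalized counts (SD, n = 3), a log2 fold change of -1.59 (standard error 0.30, adjusted p = 0.0295, edgeR), and Ccl6, which rose to 63942 ± 11376, a log2 fold change of 3.26 (standard error 0.29, adjusted p = 0.00101, edgeR). Adjusted over the list alone, 5 of the 6 passed the threshold. Apoe had 98378 ± 27722 normalized counts, a log2 fold change of -1.45 (adjusted p = 0.0759 over all genes and 0.00357 over the list, edgeR). Cd9 changed by -0.99 (adjusted p = 0.0767 and 0.00357, edgeR) and Csf1 by -0.91 (adjusted p = 0.176 and 0.0168, edgeR). Trem2 did not pass either adjustment, with a log2 fold change of -0.65 (adjusted p = 0.374 and 0.0783, edgeR). With rIL-13, 1 of the 6 genes was DE over all genes and 3 were adjusted over the list alone. Ccl6 rose to 25800 ± 7011 normalized counts, a log2 fold change of 1.95 (standard error 0.27, adjusted p = 0.0179, edgeR), Axl changed by -0.89 and Cd9 by -0.68. With each mouse left out in turn, Axl kept its call with rIL-4 only without rIL-4 mouse 8, and its adjusted p in edgeR was up to 0.116 in the other fits. Ccl6 lost its call with rIL-13 without PBS mouse 1, PBS mouse 3 or rIL-13 mouse 7. DESeq2 called 4 of the 6 genes with rIL-4. A wider list of 30 DAM genes, which holds these 6, showed no shared shift from PBS in microglia. Its median log2 fold change was -0.20 with rIL-4, with 13 genes higher (limma's fry test, adjusted p = 0.837 over 13 lists). With rIL-13, it was -0.24, with 11 genes higher (adjusted p = 0.772, fry). Because fry tests a shared direction, changes in opposite directions can cancel. With rIL-4, Axl was lower. Clec7a, a gene of the wider list named here after its value was seen, was higher by 2.63 on the log2 scale (adjusted p = 5.74e-05, edgeR).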

For the rest of the genes related to DAM, rIL-4 seemed to induce a stronger reduction than rIL-13 (Figure 6A-E).

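Between rIL-4 and rIL-13, the 5 genes other than Ccl6 were lower with rIL-4, and 0 of the 6 genes were DE over all genes tested, among which 1773 had an unadjusted p under 0.05. The log2 fold changes were -0.81 for Csf1 (standard error 0.30, adjusted p = 0.388, edgeR), -0.69 for Axl (standard error 0.29, adjusted p = 0.426, edgeR), -0.60 for Apoe (standard error 0.35, adjusted p = 0.583, edgeR), -0.31 for Cd9 (standard error 0.24, adjusted p = 0.748, edgeR) and -0.22 for Trem2 (standard error 0.33, adjusted p = 0.931, edgeR). Adjusted over the list alone, 1 of the 6 genes passed the threshold, which was Ccl6, with a log2 fold change of 1.32 (adjusted p = 0.00442, edgeR). The direction of Trem2 reversed without rIL-13 mouse 5, to 0.25.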

### rIL-13 and rIL-4 induce different transcriptomic profiles in macrophages

We also assessed the effects of rIL-4 and rIL-13 in macrophages after SCI (Figure 6C, S5). 

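In macrophages, 34 of 13606 genes tested were DE between rIL-4 and rIL-13 by edgeR's quasi-likelihood test, and 1513 had an unadjusted p under 0.05. DESeq2 called 399 genes. With edgeR on all genes with any count, 209 were called. Without rIL-4 mouse 8, 1 gene was called. The libraries of the 2 groups did not overlap for 14.3% of the genes, where chance gives 10%.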

We identified 415 that were DE in macrophages after rIL-13 and rIL-4 injection. Like in microglia, rIL-13 up-regulated most of these genes (251) relative to rIL-4 in macrophages. 

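Of the 34 genes called DE in macrophages, 30 were lower and 4 were higher with rIL-4 than with rIL-13, and DESeq2 called 248 lower and 151 higher. Sparc (ENSMUSG00000018593.13, chromosome 11 from 55394500 to 55423183) had 273 ± 59.3 normalized counts (SD, n = 3) with rIL-4 and 2069 ± 598 with rIL-13, a log2 fold change of -2.92 (standard error 0.37, adjusted p = 0.0201, edgeR). Tspan7 (ENSMUSG00000058254.12, chromosome X from 10485158 to 10596605) had a log2 fold change of -2.88 (standard error 0.39, adjusted p = 0.0201, edgeR). Cx3cr1 (ENSMUSG00000052336.7, chromosome 9 from 119901616 to 120069879), a chemokine receptor gene, had 620 ± 83.2 normalized counts with rIL-4 and 3897 ± 1022 with rIL-13, a log2 fold change of -2.65 (standard error 0.27, adjusted p = 0.0122, edgeR). Of the 30 genes lower with rIL-4, 28 were called higher in PBS microglia than in PBS macrophages (adjusted p under 0.05, edgeR), against 17.3% of the genes tested in both comparisons. Among the genes that were higher with rIL-4, Rnase2a (ENSMUSG00000047222.7, chromosome 14 from 51255262 to 51256112), a member of a gene family whose reads could be shared, had 7411 ± 560 normalized counts with rIL-4 and 1659 ± 713 with rIL-13, a log2 fold change of 2.16 (standard error 0.29, adjusted p = 0.0201, edgeR). Cebpb (ENSMUSG00000056501.3, chromosome 2 from 167688915 to 167690418) had a log2 fold change of 2.95 (standard error 0.47, adjusted p = 0.0415, edgeR), and Mogs (ENSMUSG00000030036.8, chromosome 6 from 83115496 to 83118898) one of 1.27 (standard error 0.17, adjusted p = 0.0201, edgeR). Cebpb and Mogs were not called in any fit that left out 1 mouse, with adjusted p from 0.0506 in edgeR.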

Again, among the genes that were significantly up-regulated by rIL-4, many of them were related to mitochondrial respiration such as *Mt-co1*, *Mt-nd4*, *Mt-cytb*. 

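In macrophages, the 13 mitochondrially encoded protein genes made up 1.08% ± 0.300 of all counts (SD, n = 3) with rIL-4, 0.644% ± 0.0597 with rIL-13 and 0.619% ± 0.112 with PBS. mt-Co1 had 181516 ± 39304 normalized counts (SD, n = 3) with rIL-4 and 104455 ± 19018 with rIL-13, a log2 fold change of 0.80 (standard error 0.22, adjusted p = 0.179, edgeR). mt-Nd4 had 24585 ± 8388 and 13976 ± 995, a log2 fold change of 0.82 (standard error 0.24, adjusted p = 0.204, edgeR), and mt-Cytb had 52659 ± 10869 and 35227 ± 1873, one of 0.58 (standard error 0.19, adjusted p = 0.283, edgeR). These 3 genes did not pass the threshold over all genes, and reads of nuclear copies can count towards each of them. DESeq2 called mt-Co1 (adjusted p = 0.0164) and mt-Nd4 (adjusted p = 0.0411), and not mt-Cytb (adjusted p = 0.116). Of the 4 genes that edgeR called higher with rIL-4, 0 encode parts of the respiratory chain, and of the 151 that DESeq2 called higher, 2 do.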

Gene ontologies (GO) (Figure S6) revealed multiple biological processes (Figure S6A), molecular functions (Figure S6B), and cellular components (Figure S6C) that were differentially altered in macrophages by rIL-13 and rIL-4. They included events related to cell adhesion, cell proliferation, but also cell metabolism. These RNA-seq data suggest that rIL-4 might favor a more oxidative metabolism in microglia and macrophages as compared to rIL-13.

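Lists written before the counts were seen stood in for the ontology terms. In macrophages, 30 proliferation genes had a median log2 fold change of -1.11 between rIL-4 and rIL-13, with 0 of 30 higher (limma's fry test, adjusted p = 0.0444 over 5 lists). The 40 adhesion genes tested had a median of -0.28, with 14 of 40 higher (adjusted p = 0.0444, fry). Neither list passed the threshold with any 1 mouse of the comparison left out. The lowest adjusted p in those fits was 0.0541, without rIL-4 mouse 9. For 22 glycolysis genes, the median was 0.00, with 11 of 22 higher (adjusted p = 0.923, fry).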

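In macrophages, the mitochondrially encoded list had a median log2 fold change of 0.55 between rIL-4 and rIL-13, with 12 of 13 genes higher (limma's fry test, adjusted p = 0.0627), and it passed the threshold without rIL-4 mouse 9 (adjusted p = 0.0398, fry). The nuclear-encoded list had a median of -0.14, with 22 of 78 genes higher (adjusted p = 0.643, fry), and its direction reversed to 0.01 without rIL-4 mouse 8. The difference between the cell types was tested as an interaction of cell type with cytokine. It had a median of 0.93 for the mitochondrially encoded list, larger in microglia for 12 of 13 genes (adjusted p = 0.0848, fry), and of 0.21 for the nuclear-encoded list (adjusted p = 0.451, fry). Both cell types came from the same mice. With the mouse as a block, a fit chosen after seeing the data, the median was 0.89 for the mitochondrially encoded list (adjusted p = 0.0468, fry) and 0.22 for the nuclear-encoded list (adjusted p = 0.296, fry). From its RNA-seq data, the paper proposes that rIL-4 might favor a more oxidative metabolism than rIL-13 in both cell types.

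**Figure D2:**
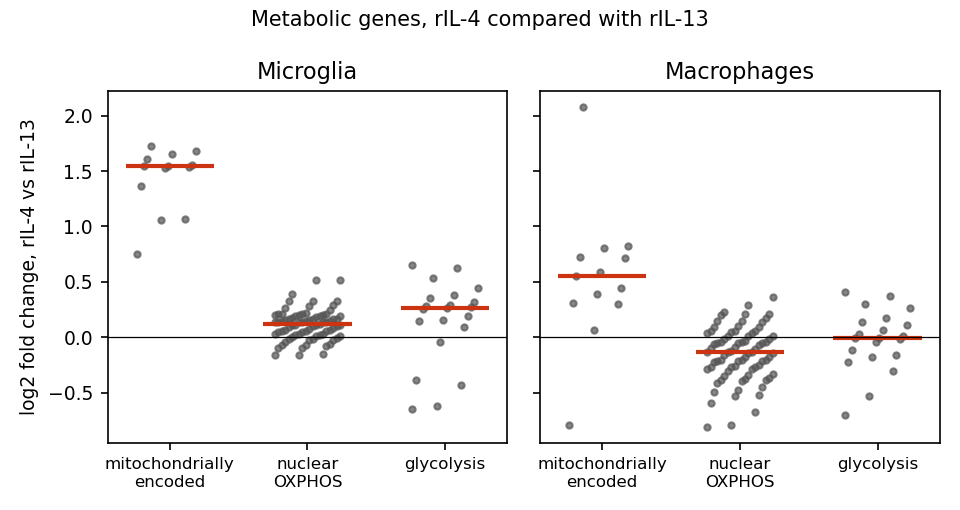
Log2 fold changes between rIL-4 and rIL-13 (vertical axis) of the mitochondrially encoded, nuclear-encoded oxidative phosphorylation (OXPHOS) and glycolysis genes, in microglia and in macrophages. Each point is a gene and each red line is the median of a list; the nuclear-encoded genes lie around -0.14 in macrophages.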

### IL-13 and rIL-4 induce different metabolic states in immune cells

Cell metabolism plays an important role in regulating immune cell activity 37. Since our RNA-seq analysis suggested that rIL-4 and rIL-13 could promote differences on the immune metabolism (Figure S3,S6), we assessed the energetic phenotype induced by these cytokines in these two immune cell subsets by Seahorse technology.

With this aim, we intraspinally injected PBS, rIL-13 or rIL-4 at 48 h post-injury. 24 h later, we magnetically isolated CD11b^+^ cells (myeloid cells). Magnetic isolation of myeloid cells from the spinal cord instead of cell sorting of microglia and macrophages was done since the latter procedure is longer and the time required may vary considerably between samples. This is important since we found that the metabolic state of the microglia and macrophages changes with the time taken for isolation of the cells and introduces large variability between samples even from the same experimental group (data not shown). Immediately after isolation of myeloid cells, we assessed their extracellular acidification rate (ECAR; an index of glycolysis) and oxygen consumption rate (OCR; an index of oxidative phosphorylation) under basal conditions and upon simultaneous addition of the mitochondria perturbing agents oligomycin and FCCP.

We found that myeloid cells isolated from PBS-injected contused spinal cords showed basal OCR/ECAR ratio of ~2, as indicator of cellular metabolism (Figure 7A,B). Upon simultaneous exposition to oligomycin and FCCP stressors, myeloid cells increased both glycolysis and mitochondrial respiration, as indicated by the ECAR and OCR values, respectively. However, the OCR/ECAR ratio remained unchanged. Myeloid cells isolated from the injured spinal cord injected with rIL-13 showed basal ECAR values comparable to those observed in myeloid cells from the lesioned spinal cord injected with PBS. Basal OCR values were increased but not significantly (Figure 7A,B). Oligomycin and FCCP also increased glycolysis and oxidative phosphorylation in myeloid cells from rIL-13 treated mice, but no significant differences were detected with those isolated from the PBS group (Figure 7A,B). Similar to rIL-13, rIL-4 did not alter the glycolytic rate in the myeloid cells from the injured spinal cord as indicated by the basal ECAR values (Figure 7A). However, rIL-4 markedly increased basal OCR values as compared to PBS and rIL-13 groups (Figure 7B) suggesting that this cytokine boosted the oxidative phosphorylation in myeloid cells in the injured spinal cord. rIL-4 increased the OCR/ECAR ratio by ~100% and 50% as compared to myeloid cells from PBS and rIL-13, respectively. These data confirm the results predicted by the RNA-seq analysis and demonstrate that rIL-4 has a greater impact in shifting energy production in myeloid cells from glycolytic towards oxidative phosphorylation after damage.

### Metabolic changes in myeloid cells affect neuronal survival

Having demonstrated that rIL-4 favors oxidative metabolism in myeloid cells after SCI, we next sought to assess the effects of this metabolic switch on neuronal survival. For this purpose, we exposed bone marrow-derived macrophages (BMDM) to: (1) IFNγ+LPS to induce M1 state, (2) rIL-4 or rIL-13 to induce M2 state, (3) oligomycin+antimycin (O+A) to inhibit mitochondrial respiration and foster glycolytic metabolism, and (4) rIL-4 or rIL-13 in combination with O+A to inhibit mitochondrial respiration in M2 macrophages. After 24 h of stimulation, conditions media was collected and placed in the presence of a motoneuron-like cell line (NSC-34) to assess the effects on viability.

As expected, stimulation of BMDM with rIL-4 or rIL-13 enhanced M2 polarization based on the levels of CD206 (Figure S7A). Exposure of NSC-34 cells to the conditioned medium derived from BMDM stimulated with LPS and INFγ reduced cell viability in ~30% according the MTT assay (Figure 6C,S7B). The conditioned medium of BMDM stimulated with rIL-4 or rIL-13 did not have any impact on NSC-34 survival, indicating that M1, but not M2, macrophages are neurotoxic (Figure 7C,S7B). Inhibition of oxidative phosphorylation by oligomycin and antimycin also reduced the survival of NSC-34 cells, to a similar extent to that observed after LPS+INFγ exposition. This suggests that BMDM become neurotoxic when glycolysis is promoted (Figure 7C,S7B). Finally, we observed that M2 polarized BMDM were also cytotoxic when mitochondrial respiration was inhibited (Figure 7C,S7B). These findings indicate that macrophages do not mediate cytotoxic responses when rely on oxidative metabolisms and support that the beneficial effects of rIL-4 after SCI are due, at least in part, to metabolic reprogramming of myeloid cells towards oxidative metabolism against glycolysis. Although macrophages stimulated with IL-13 are more dependent on oxidative phosphorylation in cell culture conditions 38, IL-13 did not foster this metabolic shift in SCI, which may explain, in part, the failure of this cytokine to promote beneficial actions in SCI.

## Discussion

Spinal cord injury elicits an inflammatory response produced mainly by macrophages and microglia. These cells can polarize along a continuum from pro-inflammatory (*classic*, M1) to anti-inflammatory (*alternative*, M2) phenotype. Pro-inflammatory macrophages and microglia release pro-inflammatory cytokines, cytotoxic mediators, and express phagocytic receptors that exacerbate the inflammatory response and promote the clearance of the cell debris 12. Although these factors aim at clearing cell debris, they also produce damage to healthy neighboring cells, exacerbating tissue damage and neurological deficits after SCI 3. In contrast, anti-inflammatory macrophages and microglia release anti-inflammatory cytokines and other mediators that stimulate tissue healing, repair, and recovery of tissue homeostasis 12.

Macrophages and microglia adopt, predominantly, a pro-inflammatory phenotype for the first four weeks after SCI, whereas the presence of those with anti-inflammatory state are succinct 20,34,39. This is related, in part, to the injury environment of the CNS since anti-inflammatory macrophages switch to pro-inflammatory state when transplanted into the lesioned injured spinal cord 34. Understanding the mechanisms that drive macrophages and microglia towards pro-inflammatory and anti-inflammatory phenotypes may be of high relevance for the development of novel therapeutics approached to treat SCI.

Several events have been shown to favor the pro-inflammatory phenotype of microglia and macrophages after SCI, such as TNFα release, iron uptake, and several components of the extracellular matrix and its degradation components 39,40. We previously demonstrated that the insufficient levels of M2 inducers, such as IL-4, in the injured spinal cord was also responsible to hamper the switch of microglia and macrophages towards the anti-inflammatory phenotype 20. Here, we found that the levels of IL-13 were poorly induced in the spinal cord parenchyma after contusion lesion. This cytokine has been extensively used *in vitro* to promote anti-inflammatory polarity to microglia and macrophages 11, and thus, the insufficient levels of this cytokine in the spinal cord post-injury milieu might alter the conversion of these cells towards the anti-inflammatory state. In line with this finding, we provide clear evidence that increasing the bioavailability of rIL-13 in the spinal cord markedly increased the percentage of microglia and macrophages expressing the anti-inflammatory markers Arg1 and CD206. Indeed, the effects of rIL-13 on microglia and macrophages phenotype were very similar to those exerted by rIL-4. We also found that rIL-13, similar to IL-4, induced the appearance of a myeloid cell subset (CD45^high^, CD11b^low^) that are absent in the injured spinal cord after PBS. We previously reported that this myeloid cell population was phenotypically compatible with resolution-phase macrophages 20,41. Resolution-phase macrophages promote clearance of apoptotic cells and trigger the resolution of the inflammatory response leading to tissue homeostasis. Indeed, administration of rIL-4 into the lesioned spinal cord accelerated the clearance of granulocytes from 3 to 6 days post-injury, which is a cardinal feature of enhanced inflammatory resolution 20.

Despite the findings that rIL-4 and rIL-13 led to similar actions on macrophages and microglia in terms of polarizing phenotype and cell counts, only rIL-4 exerted beneficial therapeutic effects after SCI. This is unlikely to be related to the reduced levels of the IL-13 receptor, as rIL-13 successfully promoted anti-inflammatory polarization of microglia and macrophages when injected at 48 h after lesion. This is further supported by the fact that administration of rIL-13 at 18 h post-injury, when levels of 13Rα1 peaked in macrophages and microglia, also failed to show therapeutic efficacy. These findings indicate that rIL-4 and rIL-13 induce differential responses in microglia and macrophages that cannot be clearly appreciable based on the expression of Arg1 or CD206. Moreover, it also highlights that the presence of anti-inflammatory markers in macrophages and microglia does not necessarily imply that they are conducive for tissue repair. This is important to note as this is a widely used to assume the protective response of microglia and macrophages after CNS injury.

To unravel the differential changes exerted by rIL-4 and rIl-13 that could explain their divergent effects on functional recovery after SCI, we performed RNA-seq analysis in macrophages and microglia sorted from the injured spinal cord after injection of PBS, rIL-4 or rIL-13. To our knowledge, this is the first time that transcriptomic profiles of macrophages and microglia have been studied separately in the context of SCI. This analysis revealed that microglia and macrophages have different gene signature after SCI as have been shown previously under physiological conditions 42,43. This suggests that macrophages and microglia have distinct roles in the post-injury milieu. 

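In the PBS libraries, 6014 of 14715 genes tested differed between microglia and macrophages by edgeR's quasi-likelihood test, 3612 higher in microglia and 2402 higher in macrophages. With the mouse as a block, the count was 5912, of which 5628 were shared, and without PBS mouse 3 it was 4354. The libraries of the cell types did not overlap for 54.4% of the genes, where chance gives 10%. Fibin (ENSMUSG00000074971.4, chromosome 2 from 110360917 to 110363183) had 1081 ± 226 normalized counts (SD, n = 3) in microglia and 0 counts in macrophages, so that it was at least 309-fold higher in microglia (adjusted p = 1.09e-05, edgeR). Col12a1 (ENSMUSG00000032332.17, chromosome 9 from 79598991 to 79718831) was at least 483-fold higher in microglia (adjusted p = 0.000418, edgeR). Dhrs9 (ENSMUSG00000027068.6, chromosome 2 from 69380445 to 69404533) had 10.5 ± 6.02 normalized counts in microglia and 990 ± 153.3 in macrophages, a log2 fold change of -6.55 (standard error 0.39, adjusted p = 9.30e-06, edgeR). The microglia libraries also held genes of a list of fibroblast and pericyte markers, at a mean sum of 3870 CPM against 14.3 CPM in the macrophage libraries. RNA from such cells may therefore add to the genes called higher in microglia, and it was not weighed for Fibin or Col12a1.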

We also found that, from all the active genes detected in macrophages and microglia, some of those differentially modulated by rIL-4 and rIL-13 were associated to cell metabolism. In particular, RNA-seq analysis suggested that rIL-4 fosters genes related to oxidative metabolism as compared to rIL-13.

Previous studies revealed that macrophage activation involves a switch from oxidative phosphorylation to glycolysis in a phenomenon known as Warburg effect 44. Pro-inflammatory macrophages, which are key players of the first line of defense, obtain energy through glycolysis 45. In glycolytic metabolism, glucose uptake and conversion of pyruvate to lactate are increased, and parallelly, respiratory chain activity is depressed leading to ROS production. Parallelly, the pentose phosphate pathway is also induced generating NADPH oxidase which is important for nitric oxide synthesis 46. Although glycolysis is less efficient than mitochondrial respiration in the ATP generation, it provides fast energy necessary for the first stages of the inflammatory response such as proliferation, migration, cytokine synthesis, and phagocytosis 45,47. Energy for these processes is predominately obtained from fatty acids and glucose. In contrast, anti-inflammatory macrophages, which are involved in longer-term functions, such as tissue repair and wound healing, require more efficient metabolic pathways like oxidative phosphorylation 45. After adopting anti-inflammatory polarization, macrophages induce the expression of constituents of the electron transport chain for the oxidative phosphorylation and drive pyruvate into the Krebs cycle. The pentose phosphate pathway is also more limited in anti-inflammatory macrophages 45. These above mentioned changes in macrophage metabolism by the actions of pro-inflammatory and anti-inflammatory cytokines has been also reported in primary microglia cultures 48,49.

In line with RNA-seq analysis, metabolic assays confirmed that rIL-4 enhanced oxidative phosphorylation in myeloid cells in the injured spinal cord as compared to rIL-13 and PBS. Note that rIL-13 also tended to increase mitochondrial respiration although to a much lower extent than rIL-4. This distinctive effect between rIL-13 and rIL-4 on myeloid cell metabolism in SCI may be crucial for explaining the divergent therapeutic responses exerted by rIL-4 and IL-13. Indeed, we found that either activation of macrophages towards the pro-inflammatory state by LPS+INFγ, which is known to induce predominant glycolytic metabolism 45, and chemical inactivation of oxidative phosphorylation in macrophages exerted cytotoxic actions on motoneurons. Anti-inflammatory macrophages stimulated with IL-4 or IL-13 has predominantly oxidative metabolism 45 and did not exert motoneuron death. However, these anti-inflammatory macrophages became cytotoxic and exerted similar detrimental actions in motoneurons when oxidative phosphorylation was inhibited. These data provide clear evidence the mitochondrial respiration in anti-inflammatory macrophages is required for minimizing the harmful responses of this immune cell type. This reinforce our findings that the stimulation of oxidative phosphorylation in myeloid cells by rIL-4 in SCI, but not by IL-13, may be critical for promoting repair after SCI. The mechanisms that prevent the metabolic shift of microglia and macrophages by rIL-13 after SCI are unknown. However, this is likely related to the post-injury milieu since this study, together with previous works, reveals that rIL-13 favors oxidative metabolism in cell culture conditions but not after SCI. This suggests that in the injured spinal cord there are some factors that limit microglia and macrophages from acquiring mitochondrial respiration after rIL-13 administration, in a similar way they prevent the conversion of myeloid cells towards the pro-repair phenotype after lesion 20,34,39. Although the factors that hamper this metabolic shift induced by rIL-13 in myeloid cells in the lesioned CNS are unknown, we speculate that they could be molecules involved in inflammatory response, since some inflammatory mediators such as IFNγ, TNFα, and TLR agonist like LPS, among others, are known to favor glycolytic metabolism in microglia and macrophages.

We also found that rIL-4 and rIL-13 led to different effects in the expression of genes related to DAM. Genes from this signature are considered a risk factor for neurodegenerative diseases as they appear in microglia from Alzheimer's disease, amyotrophic lateral sclerosis, and multiple sclerosis 35. We found that damaged-associated genes were highly expressed in microglia after SCI and that they were markedly modulated by rIL-4. Indeed, all the genes analyzed were significantly downregulated by this cytokine with the exception of *Ccl6*, which was markedly upregulated. The rest of the genes were also modulated by rIL-13 but to a lower extent than rIL-14. The specific contribution of the genes that compose the damage-associated signature to neurodegeneration has not been completely described yet but they seem to be related with phagocytic and lipid metabolic pathways 35. For example, TREM2-APOE pathway is described to be activated in macrophages and microglia after CNS damage and disease and controls the switch from homeostatic to inflammatory conditions by regulating lipid metabolism 36,50,51. Targeting TREM2-APOE signaling eliminated pro-inflammatory macrophages (Ly6C^+^) in Alzheimer's disease mice, restored the homeostatic signature of microglia, reduced inflammation, ameliorated Aβ deposition and Tau pathology, and prevented neuronal death in an acute model of neurodegeneration 36,52. This suggests that TREM2-APOE signaling is detrimental in disease conditions. On the other hand, a recent report also highlighted that Trem2 expression on microglia exerts beneficial actions by promoting myelin debris clearance and remyelination in a model of demyelination 53. Further experiments are needed to elucidate the contribution of DAM to SCI and whether the modulation of DAM signatures by cytokines, such as rIL-4, is important for its beneficial effects.

Overall, the results of the present work elucidate some mechanisms underlying the protective responses of macrophages and microglia after SCI. We highlight that the low levels of M2-inducers, such as IL-4 and IL-13, in the injury milieu prevent microglia and macrophage conversion towards the anti-inflammatory phenotype. Our data demonstrate that the expression of anti-inflammatory markers in microglia and macrophages does not necessarily predict a phenotype conducive for tissue repair. Although this classification is useful when performing *in vitro* studies, this tool may not be relevant *in vivo* due to the complexity of the injury environment. We conclude that other features, such as cell metabolism, should be taken into consideration when studying the beneficial or harmful actions of microglia and macrophages in CNS pathology.

## Supplementary Material

Supplementary figures. Click here for additional data file.

## Figures and Tables

**Figure 1:**
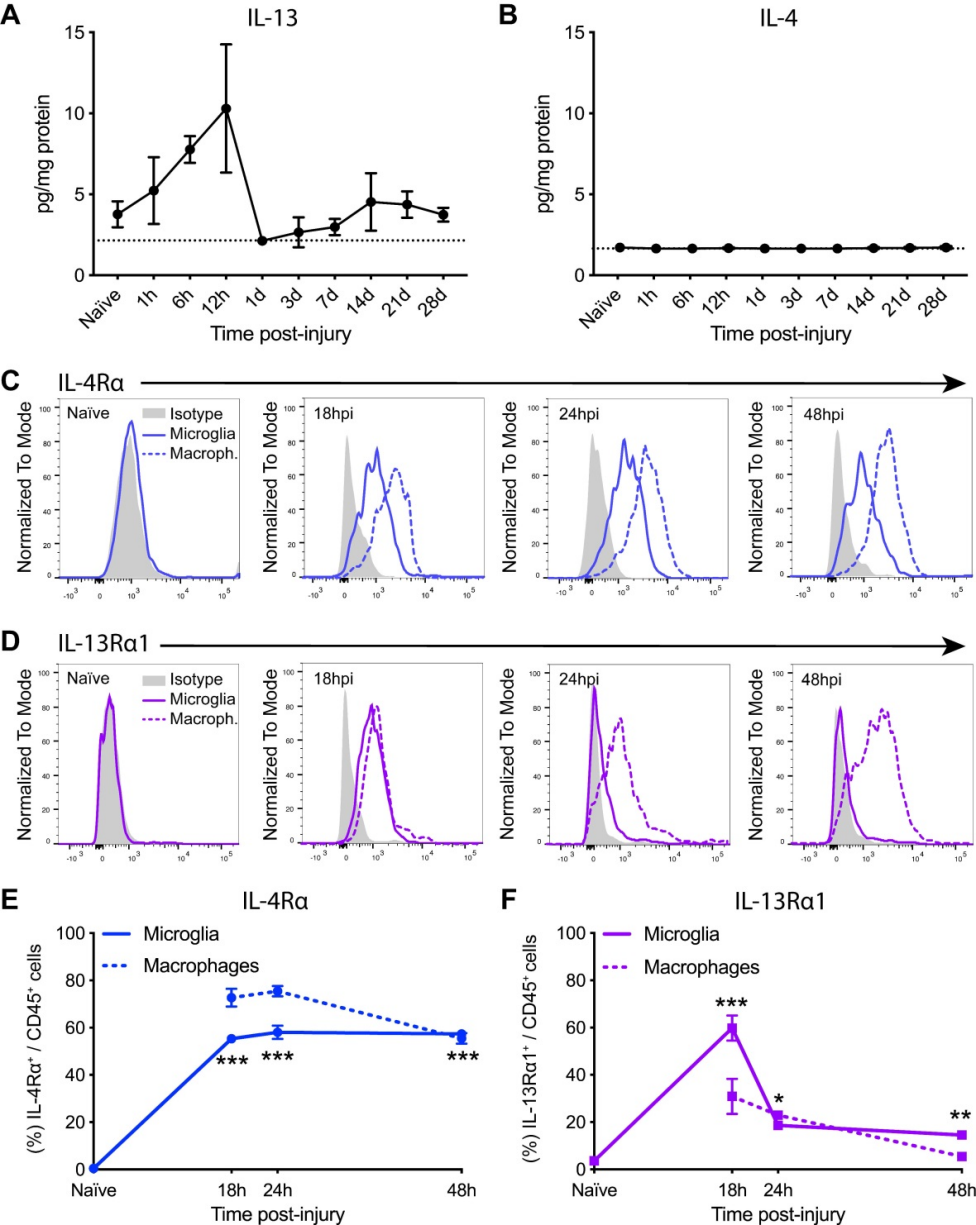
** Injury to the spinal cord induces changes in the levels of IL-13 and IL-4Rα/IL-13Rα1 receptor subunit. (A and B)** Levels of IL-13 (A) and IL-4 (B) in the spinal cord parenchyma were measured for 28 days after injury. Dashed line marks the detection limit of the Luminex assay (2.15 pg/mg protein for IL-13 and 1.44 pg/mg protein for IL-4). **(C and D)** Representative flow cytometry histograms of IL-4Rα (C) and IL-13Rα1 (D) in microglia (solid line) and macrophages (dashed line) after SCI. **(E and F)** Percentage of microglia and macrophages expressing IL-4Rα (E) and IL-13Rα1 (F). Data are represented as Mean ± SEM. N = 4 per time point. ** p < 0.01, *** p < 0.001 vs naïve. One-way ANOVA with Dunnett's post hoc correction for (A), (B), (E), and (F).

**Figure 2:**
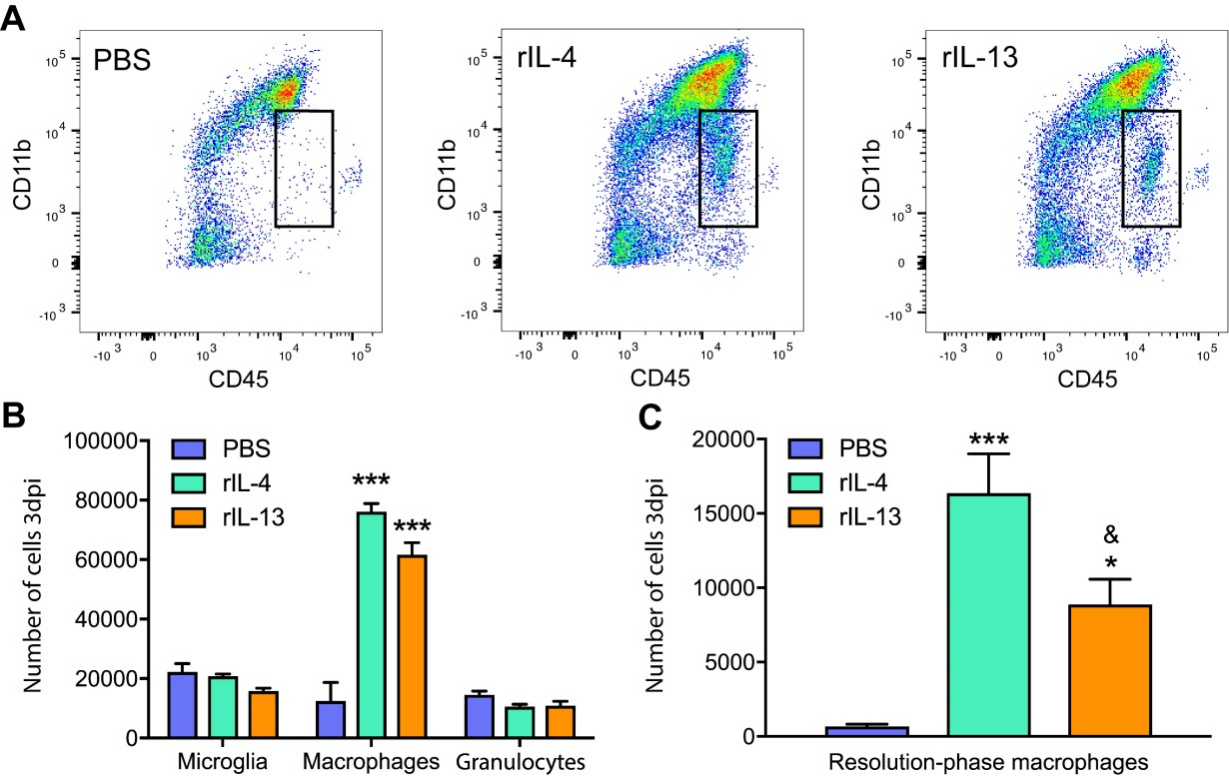
** Administration of IL-13 or rIL-4 increases the infiltration of macrophages at 3 days after SCI. (A)** Representative flow cytometry density plots showing CD45^+^ and CD11b^+^ cells in the spinal cord after treatment with PBS, rIL-4, and rIL-13. Note that rIL-4 and rIL-13 led to the appearance of resolution-phase macrophages (square) absent in PBS. **(B)** Plot showing the counts of microglia, macrophages, and granulocytes. **(C)** Plot showing the counts of resolution phase-macrophages. Data are presented as mean ± SEM. N = 4 per group. * p < 0.05, *** p < 0.001 against PBS. & p < 0.05 against rIL-4. One-way ANOVA with Tukey's post hoc test.

**Figure 3:**
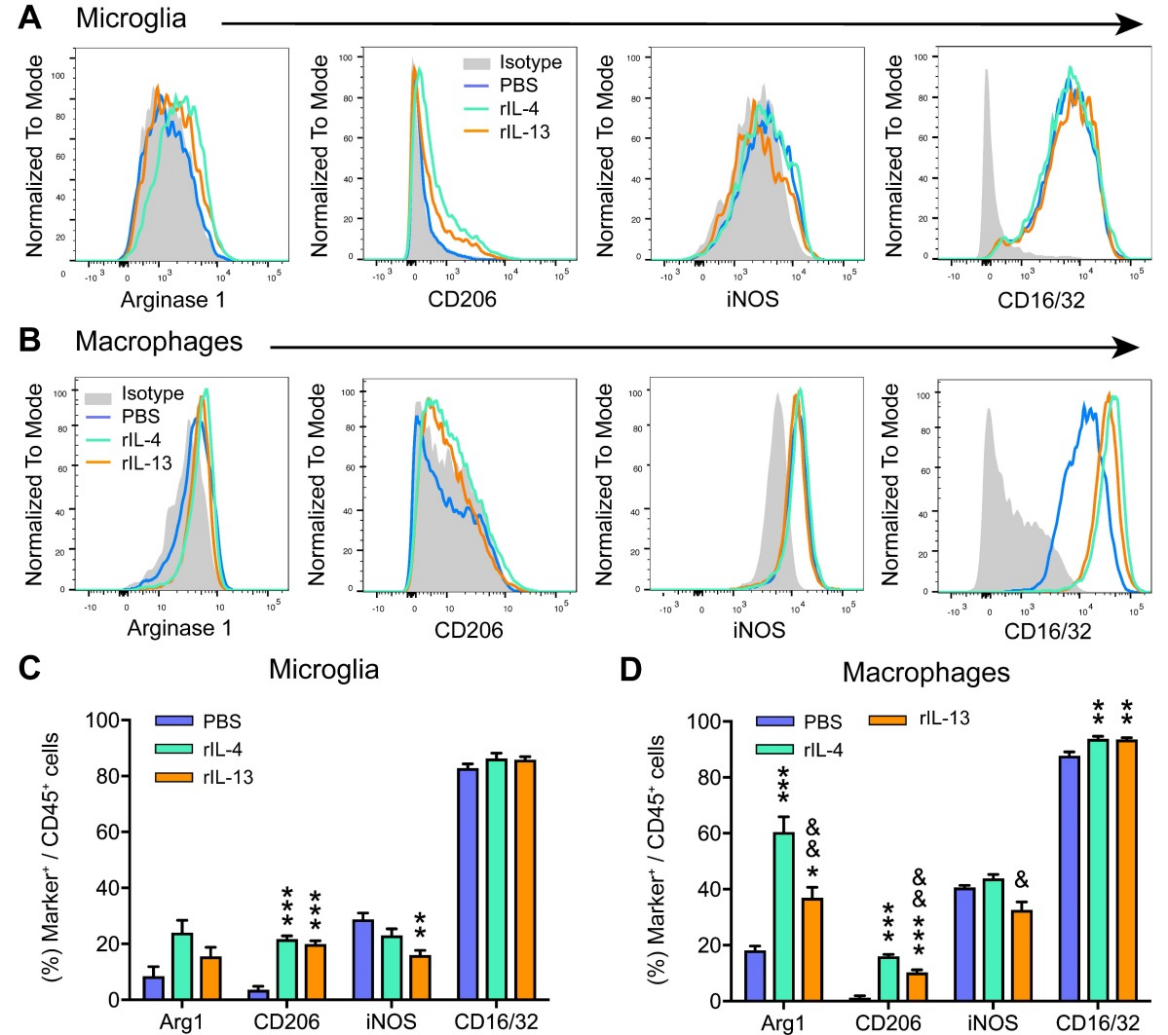
** rIL-13 and rIL-4 induce macrophages and microglia towards an anti-inflammatory phenotype. (A and B)** Representative flow cytometry histograms of the key markers used to define the polarization state of microglia (A) and macrophages (B) at 3dpi. **(C and D)** Graphs showing the percentage of microglia (C) and macrophages (D) expressing the pro- and anti-inflammatory markers at 3 dpi. Data are represented as Mean ± SEM. N = 4 per group. * p < 0.05, ** p < 0.01, and *** p < 0.001 against PBS. & p < 0.05 and && p < 0.01 against rIL-4. One-way ANOVA with Tukey's post hoc correction.

**Figure 4:**
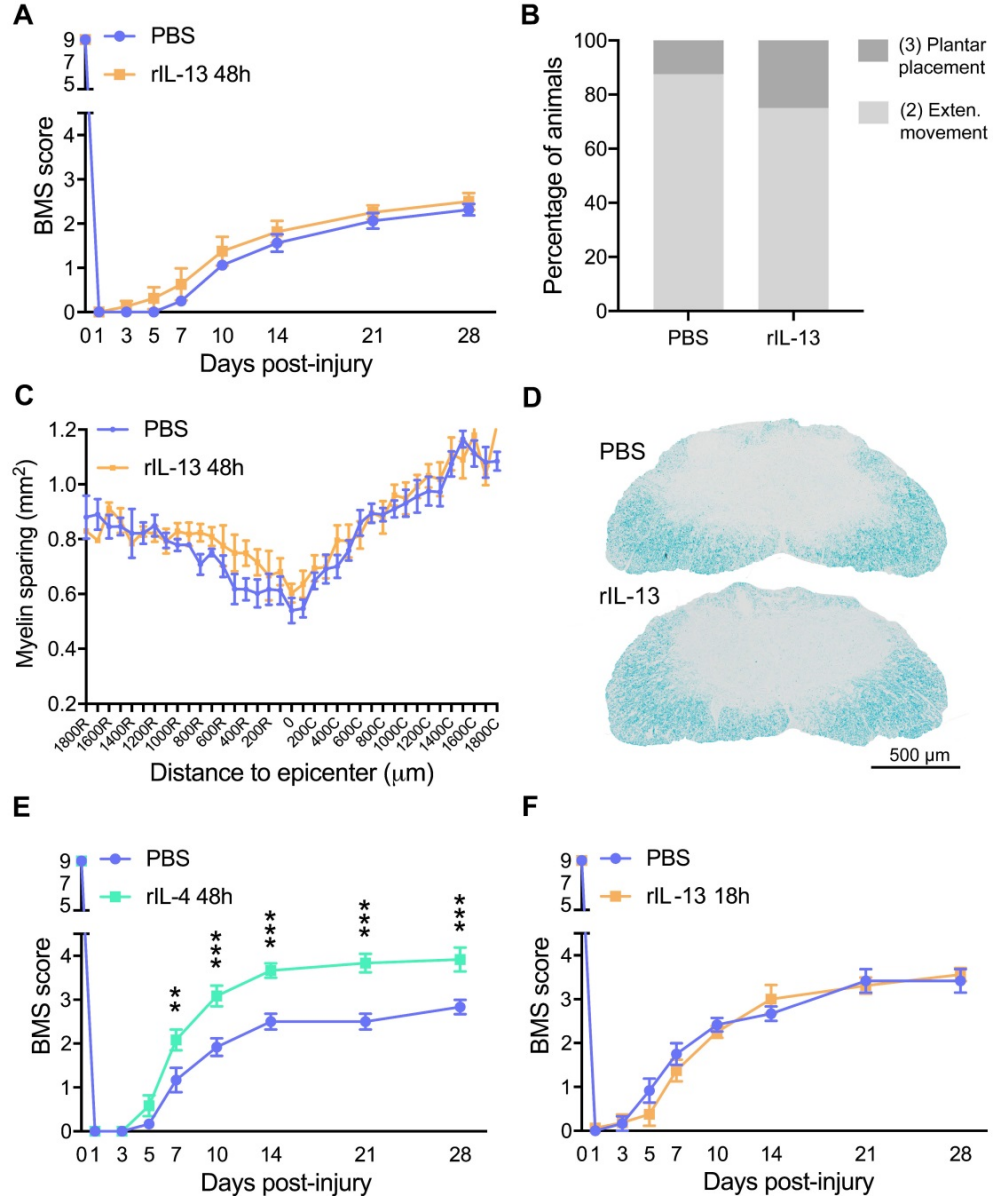
** Administration of rIL-13 does not improve functional or histological outcomes after SCI. (A)** Plot showing the BMS score of mice over the first 28 days post-injury. **(B)** Graph showing the functional distribution of mice at 28 dpi. BMS values of each type of movement are indicated in parenthesis. **(C)** Graph showing the quantification of myelin preservation in tissue sections stained with LFB. (D) Representative micrographs showing myelin sparing at the injury epicenter in rIL-13 and PBS-injected mice. **(E, F)** Graph showing locomotor recovery of mice injected with rIL-4 at 48 h after injury (E) or rIL-13 at 18 h after lesion (F). Data are represented as mean ± SEM. N = 8 per group for (A, B, and C); N = 6 per group for (E); N = 6 PBS and N = 8 rIL-13 for (F). ** p < 0.01 and *** p < 0.001. Two-way RM-ANOVA with Bonferroni's post hoc correction for (A, E, and F) and multiple t-test comparisons with Holm-Sidak's post hoc correction for (C).

**Figure 5:**
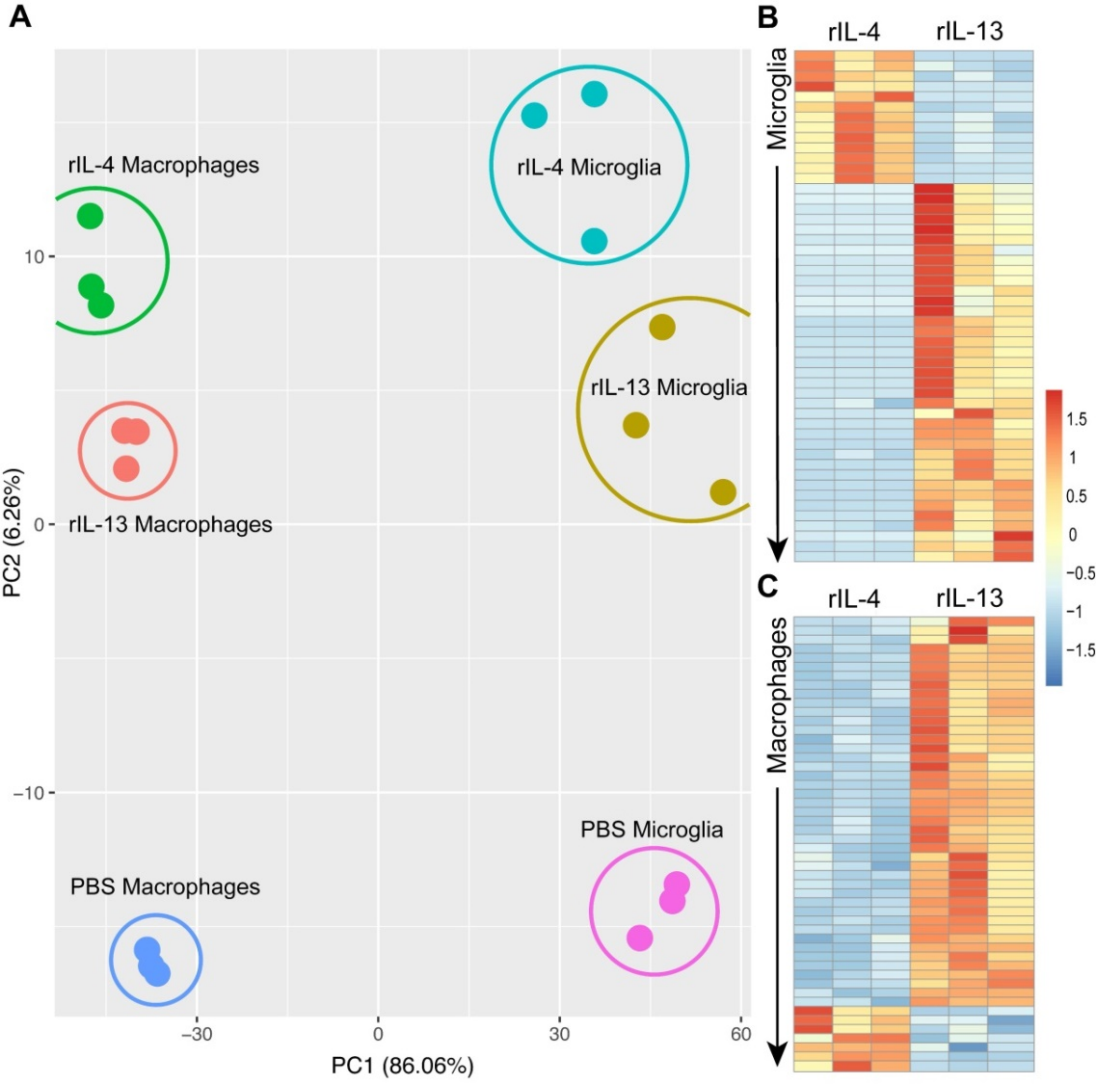
**Transcriptomic profile of macrophages and microglia change after treatment with PBS, rIL-13 or IL-4. (A)** PCA of total of 18 samples analyzed. PCA1 and PCA2 explained the 86.06% and 6.26%, respectively, of the total variance. Microglia and macrophages sorted from the injured spinal cord injected with PBS were used as a reference for the untreated control conditions. **(B and C)** Heatmap of top 50 differentially expressed genes (adjusted p-value < 0.05) between rIL-13 and rIL-4 in macrophages (B) and microglia (C). Upregulated genes are marked in warm colors whereas downregulated genes are marked in cold colors. Detailed version of (B) and (C) can be observed at Figure S2 and Figure S5, respectively.

**Figure 6:**
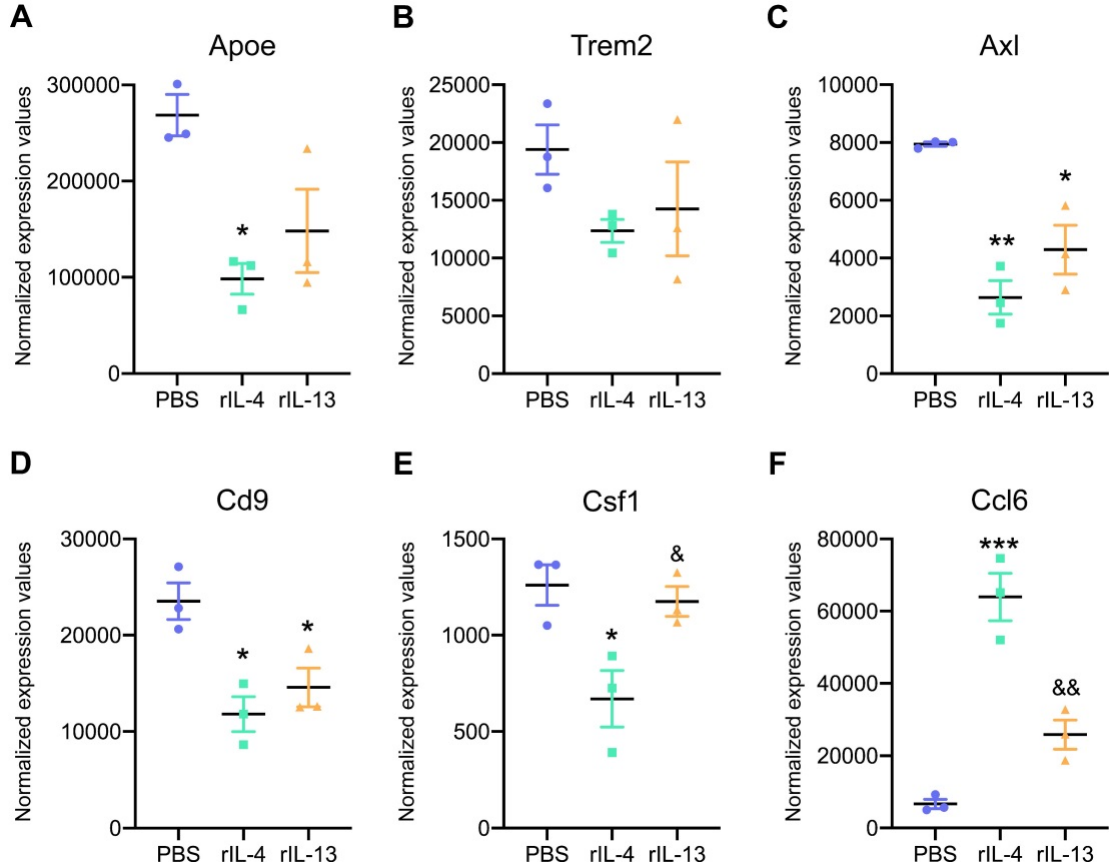
** Expression levels of key damage-associated genes in microglia (DAM) was reduced by rIL-4 and rIL-13.** Normalized expression values for *Apoe* (**A**), *Trem2* (**B**), *Axl* (**C**), *Cd9* (**D**), *Ccl6* (**E**), and *Csf1* (**F**) in microglia from injured spinal cord after treatment with PBS (blue), rIL-4 (green), and rIL-13 (orange). N = 3 per group. * p < 0.05, ** p < 0.01, and *** p < 0.001 against PBS. & p < 0.05 and && p < 0.01 against rIL-4. One-way ANOVA with Tukey's post hoc correction.

**Figure 7:**
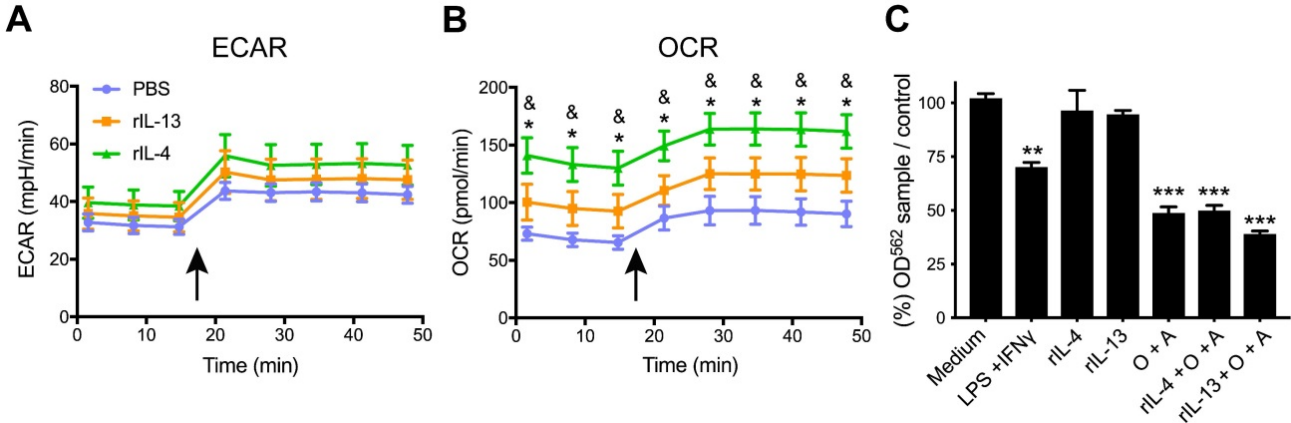
** rIL-4 induces a shift in the energetic phenotype of myeloid cells isolated from the spinal cord, from glycolysis to oxidative phosphorylation. (A and B)** Plot showing the changes in ECAR (A) and OCR (B) values in the assay medium over 50 min. Oligomycin and FCCP was added after 15 min (arrow) to induce stressed phenotype and determine glycolytic and oxidative potentials, respectively. **(C)** Effects of BMDMs on NSC-34 cells viability. MTT assay showing the cell viability of NSC-34 cells after exposition to conditioning medium from BMDMs. Oligomycin and antimycin (O+A) were used to block the oxidative phosphorylation. Data are represented as mean ± SEM. N = 3 per group for (A) and (B) and N = 5 per group for (C). * p < 0.05 against PBS. & p < 0.05 against rIL-13 based on two-way RM ANOVA with Bonferroni's post hoc correction for (A) and (B). ** p < 0.01, and *** p < 0.001 against control medium based on one-way ANOVA with Dunnett's post hoc correction for (C).

## Abbreviations

A: Antimycin
Arg1: Arginase 1
BMDM: Bone marrow-derived macrophage
BMS: Basso Mouse Scale
CNS: Central nervous system
ECR: Extracellular acidification rate
iNOS: Inducible nitric oxide synthase
JAKs: Janus Kinases
KEGG: Kyoto Encyclopedia of Genes and Genomes
LFB: Luxol Fast Blue
O: Oligomycin
OCR: Oxygen consumption rate
PBS: Phosphate buffer saline
PI3Ks: Phosphoinositide 3 kinases
PCA: Principal Component Analysis
PKB: Protein kinase B
qPCR: Quantitative PCR
rIL-4: Recombinant IL-4
rIL-13: Recombinant IL-13
STAT: Signal transducer and activator of transcription

How the deposited data were processed for this re-analysis (not part of the article)

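Microglia and macrophages were sorted from the same 9 mice, 3 injected with PBS, 3 with rIL-13 and 3 with rIL-4, which gave 18 RNA-seq libraries made by SMART-seq2 and Nextera XT. The authors mapped the reads to GRCm38 with STAR and deposited the expected count of RSEM for each of 53465 genes and each library, as whole numbers and without normalization. The libraries had between 35961305 and 45849829 counts, with a median of 39570356. The method uses no molecular identifiers, so that copies made by amplification cannot be removed and intervals or bounds derived from counts cover counting error only. Microglia and macrophages of the same mouse were paired by the mouse number in the sample names. As a check, deviations from the group mean were correlated between the cell types. The correlation within a mouse was between 0.0581 and 0.248 and was over 0.1 in 7 of 9 mice.

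Differential expression was tested in R 4.3.3 with edgeR 4.0.16 on the 9 libraries of a cell type, with TMM normalization, the default filter on low counts and the quasi-likelihood F test, which is two-sided. The comparisons were rIL-4 with rIL-13, rIL-4 with PBS and rIL-13 with PBS in each cell type, and microglia with macrophages in the 6 PBS libraries. The interaction of cell type with the difference between rIL-4 and rIL-13 was tested on all 18 libraries. The filter kept 15566 genes in microglia, 13606 in macrophages, 14715 for the cell types and 16535 for the interaction. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) were called DE. The standard error of a log2 fold change is its size divided by the square root of F and is approximate. Normalized counts are counts divided by the size factors of DESeq2 1.42.0 over the 9 libraries of a cell type. A group in which no library had more than 3 counts of a gene was treated as being at the floor, and the fold was given as a bound.

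The genes named were those the paper names, the genes of the proteins it measured by flow cytometry, the 13 mitochondrially encoded genes and, for each comparison, the 3 with the largest change each way among the genes called DE with an average log2 CPM of at least 3 and no overlap between the groups, a condition not set for the interaction. Genes named outside this rule are said to be so where they appear. The 6 DAM genes were also adjusted over the list alone. Lists of 13 mitochondrially encoded protein genes, 95 nuclear-encoded oxidative phosphorylation genes, 22 glycolysis genes, 30 proliferation genes and 42 adhesion genes were tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2, and the p-values were adjusted over the lists tested in a comparison. These were the 5 between rIL-4 and rIL-13 and in the interaction, and the first 3 against PBS. Of the 95 nuclear-encoded genes, 78 were tested under the symbols used. Another 13 marker lists were tested in the same way and adjusted over the 13. They were homeostatic microglia, a wider DAM list, astrocytes, B cells, endothelial cells, ependymal cells and oligodendrocyte precursors, erythroid cells, fibroblasts and pericytes, monocytes and macrophages, neurons, neutrophils, oligodendrocytes, and T and NK cells. The lists were written from general knowledge, since no pathway annotation was used.

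Principal components were computed on rlog values of the 500 most variable genes across the 18 libraries, centred and not scaled, and the sign of PC2 was set so that PBS had the lower mean. DESeq2's rlog did not converge, or took over 20 iterations, for 4027 of 25957 genes, and some of its values for them changed with rounding and lay above the logarithm of the gene's counts. These genes, 82 of which were among the 500, were fitted again to the same penalized likelihood with Newton steps until it converged. This step was added after the data and a set of components without it had been seen, because a repeated run gave other values. Without it, PC1 held less of the variance. The PC2 difference between rIL-4 and rIL-13 macrophages was then smaller and did not reach the smallest p of the permutation test. Group scores were compared with two-sided exact permutation tests over all 20 ways to assign 3 mice against 3. The correlation of the fold changes of the cytokines was set beside 100 simulated draws in which no group differed. Each comparison was repeated on the other 9 splits of its 6 libraries into 3 and 3.

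The alternatives were DESeq2's Wald test, edgeR with DESeq2's size factors, no filter, a filter of at least 10 counts in every library, robust empirical Bayes, removal of the mitochondrial genes, only the 6 libraries of a comparison, all 18 libraries in a single model, the mouse as a block where both cell types entered, and each mouse left out in turn. For lists, limma's camera was run with a preset correlation of 0.01 and with an estimated one. For principal components, vst, log2 CPM with a pseudocount of 1, 1000 genes, all genes and scaled genes were tried. A covariate, the first principal component of the residuals within groups, was added after seeing the data, as was the mouse as a block for the lists in the interaction.

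The procedure was tested on simulated data with 200 changed genes per cell type and a list of 30 more with a smaller change. Counts were a single draw per cell type from edgeR's own estimates of level and spread, which can favor edgeR over DESeq2. In microglia, edgeR called 113 genes, 105 of the 200 (52.5%), 1 of the list and 7 false (6.19% of calls), and DESeq2 called 132 of the 200 (66.0%) with 34.4% of its calls false. In macrophages, edgeR called 180 genes, 161 of the 200 (80.5%), 15 of the list and 4 false (2.22%), and DESeq2 called 171 of the 200 (85.5%) with 14.7% false. The ontology and pathway enrichments, the flow cytometry and the functional tests of the paper were not analysed here. Python 3.11.15 was used for annotation and figures.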

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

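The tests of fibroblast, pericyte and endothelial genes were chosen only after the result was seen, and what each would show was written down after it had been run.

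The difference between rIL-4 and rIL-13 differed between microglia and macrophages for 23 genes by an interaction term in edgeR, 11 with a larger value in microglia and 12 with a smaller one, and 1654 genes had an unadjusted p under 0.05. By the rule for named genes, these include Cyr61 (ENSMUSG00000028195.4), with an interaction of 5.30 on the log2 scale (adjusted p = 0.0496, edgeR), Tgfa (ENSMUSG00000029999.14), with 3.27 (adjusted p = 0.0446, edgeR), and Ecscr (ENSMUSG00000073599.9), with 3.12 (adjusted p = 0.0270, edgeR). Over the alternatives, the adjusted p was between 0.000503 and 0.181 for Cyr61, between 1.72e-05 and 0.189 for Tgfa and between 4.20e-08 and 0.110 for Ecscr. Of the 10 splits of the 6 mice, 1 gave as many genes, the real one, and another gave 3; with 10 splits, treatment and the grouping of these mice cannot be told apart. With the mouse as a block, 6 genes were called, 2 of them shared with the 23, and without rIL-13 mouse 6 the count was 2. Tgfa and Ecscr were also called lower in rIL-4 macrophages than in rIL-13 macrophages. For them, microglial RNA in the macrophage libraries, weighed below, cannot be told apart from lower expression. A response that differs between the cell types remains untested as a biological cause.

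Genes of the fibroblast and pericyte list had a mean sum of 3160 CPM in the microglia libraries, between 245 and 10009, against 9.15 CPM in the macrophage libraries. The paper does not report on these genes. All 12 of the 12 listed genes had at least 10 CPM in PBS microglia and 0 had in PBS macrophages. Their deviations from the group means rose and fell together between mice, with a median correlation of 0.835, at percentile 100 of 1000 random lists, whose highest value was 0.371. RNA from fibroblasts and pericytes in the sorted microglia may explain this, whether from attached cells or from free RNA, which the data do not separate. Expression by the microglia themselves was not tested. Against PBS, the list fell in rIL-4 microglia, with 0 of 12 genes higher. Its median log2 fold change was -2.36 with rIL-4 (adjusted p = 0.0388, fry) and -0.25 with rIL-13 (adjusted p = 0.359, fry). Such RNA was not weighed for the genes called lower with rIL-4 against PBS.

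Genes of the endothelial list had a mean sum of 3371 CPM in the microglia libraries, between 1598 and 5515, against 158 CPM in the macrophage libraries. The paper does not report on these either. All 12 of the 12 genes had at least 10 CPM in PBS microglia, and 1 had in PBS macrophages. Their median correlation between mice was 0.782, at percentile 100 of the random lists, whose highest value was 0.40. Endothelial RNA in the sorted microglia may explain this. The list showed no shared shift between rIL-4 and rIL-13 microglia, with a median log2 fold change of -0.07 (adjusted p = 0.857, fry).

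Msx3 (ENSMUSG00000025469.10, chromosome 7 from 140046157 to 140049089), a gene the paper does not discuss, rose from the floor in both cell types with both cytokines. In microglia, it had 3250 ± 2061 normalized counts with rIL-4 and 0.311 ± 0.539 with PBS, at least 1037-fold higher (adjusted p = 0.00114, edgeR), and it was at least 353-fold higher with rIL-13. In macrophages, it had 4907 ± 2816 with rIL-4 and 0.359 ± 0.622 with PBS, at least 1519-fold higher (adjusted p = 3.65e-05, edgeR), and at least 880-fold higher with rIL-13. Library totals differed far less between the groups than this. RNA from other cells and reads from related genes were not tested for Msx3, and a response to the cytokines, which the design names, stays open.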

How the results depend on the processing

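The alternatives were chosen before the data were examined, apart from the residual component as a covariate, which was chosen after seeing the data, as were the mouse as a block for the lists in the interaction and the second fit of some genes for the principal components. The tests of microglial, neutrophil and macrophage RNA, nuclear copies and shared deviations in the other parts were chosen only after the result was seen.

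Of 594 values of 52 results under an alternative, 412 kept their direction and their side of the threshold or their size, 86 became weaker, 52 stronger, 6 reversed and 38 moved. For 9 results, every alternative gave the same. Of 1418 values of 105 results for named genes, 1264 were the same, 98 weaker, 43 stronger and 13 reversed. Of the gene results, 40 passed the threshold in the main edgeR fit, and 19 lost their call without 1 mouse. Another 19 gained a call under some alternative, 18 of them with DESeq2. Unless stated, the cause was not tested.

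With DESeq2's Wald test, the DE genes between rIL-4 and rIL-13 numbered 702 in microglia and 399 in macrophages. Against PBS, they numbered 1467 with rIL-4 and 389 with rIL-13 in microglia, and 1112 with rIL-13 in macrophages. The interaction gave 362 genes. On simulated data, DESeq2 made more false calls than edgeR. Those data were a single draw per cell type from edgeR's own estimates of level and spread. They do not show how many of DESeq2's calls in the real libraries are false. Of the DAM genes, 4 were called with rIL-4 against PBS, 1 between the cytokines and 2 between the cytokines adjusted over the list alone. Of the genes called higher with rIL-4, 10 of 217 in microglia and 2 of 151 in macrophages were oxidative phosphorylation genes.

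With all 18 libraries in a single model, 138 genes differed between rIL-4 and rIL-13 in microglia and 70 in macrophages. Against PBS, it gave 949 with rIL-4 and 172 with rIL-13 in microglia, and 1053 and 257 in macrophages. DAM genes called between the cytokines numbered 1, and with rIL-13 adjusted over the list alone 1. Of 51 genes higher with rIL-4 in microglia, 8 were oxidative phosphorylation genes, and 2 of the 50 leading genes in macrophages were higher with rIL-4. With only the 6 libraries compared, and so fewer libraries to estimate variance, the cytokines differed for 0 genes in microglia (900 at an unadjusted p under 0.05) and 7 in macrophages, rIL-13 and PBS microglia for 37, and 0 DAM genes were called with rIL-13. Of the 50 leading genes in microglia, 25 were higher with rIL-4. Without a filter, 209 genes differed between the cytokines in macrophages, and 9 of the 50 leading genes were higher with rIL-4. With at least 10 counts in every library, so that fewer genes were tested, 0 differed in microglia (1145 at an unadjusted p under 0.05) and 1 for the interaction, and 4 DAM genes were called with rIL-4. Of the 50 leading genes, 23 in microglia and 11 in macrophages were then higher with rIL-4, and the correlation of the fold changes in microglia moved to 0.597. With robust empirical Bayes, the interaction gave 8 genes. With the mouse as a block for the paired cell types, the interaction gave 6, 2 of them shared with the 23, and the cell types differed for 5912 genes, 5628 of them shared with the 6014. The DAM genes' median percentile in PBS microglia moved to 96.4 among genes with at least 10 counts in every library and to 96.9 per kilobase.

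With the residual component as a covariate, 26 genes differed between the cytokines in microglia and 445 in macrophages, and 3501 with rIL-4 and 1727 with rIL-13 against PBS in macrophages. The same covariate gave up to 126 genes in another split of the macrophage libraries and up to 6 in another split of the microglia, so its added calls do not depend on treatment alone.

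Each mouse was left out in turn, which left fewer libraries to estimate variance. The counts of DE genes between rIL-4 and rIL-13 in microglia were then from 0 to 15 (without rIL-4 mouse 9). They were 0 without rIL-13 mouse 5 (with 1802 at an unadjusted p under 0.05), 6 or 7 and without rIL-4 mouse 10. In macrophages, the counts were from 1 (without rIL-4 mouse 8) to 23. Against PBS, they were from 75 to 269 with rIL-4 and from 22 to 51 with rIL-13 in microglia, and from 1041 to 1614 and from 199 to 529 in macrophages, each lowest without PBS mouse 3. The interaction gave from 2 (without rIL-13 mouse 6) to 28 genes. DAM genes called were from 1 to 2 with rIL-4 and from 0 (without PBS mouse 1) to 1 with rIL-13. Adjusted over the list alone, they were from 1 to 5 (without rIL-13 mouse 5) with rIL-13 and from 1 to 2 between the cytokines. Of the 50 leading genes, from 5 (without rIL-13 mouse 6) to 14 in microglia and from 4 to 24 (without rIL-4 mouse 9) in macrophages were higher with rIL-4. Oxidative phosphorylation genes called higher in microglia were from 0 to 7 of 10 (without rIL-4 mouse 9). The correlation of the fold changes was from 0.363 to 0.430 in microglia and from 0.641 to 0.763 in macrophages.

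PC1 held 79.8% of the variance with 1000 genes, 58.3% with all genes and 84.4% with scaled genes, and from 83.8% to 87.6% across the fits without 1 mouse. PC2 held 5.72% with vst, 6.50% with log2 CPM, 5.97% with 1000 genes and 8.28% with all genes, and from 4.39% to 5.82% without 1 mouse. The PC2 difference between rIL-4 and rIL-13 in microglia was 14.3 with vst, 12.9 with log2 CPM, 70.3 with all genes and 10.3 with scaled genes, and from 14.3 (without rIL-13 mouse 5) to 37.2 without 1 mouse. In macrophages, it was 6.45 with vst, 7.22 with log2 CPM, 3.89 with 1000 genes, 7.29 with all genes and 0.578 with scaled genes, and from 1.03 (without PBS mouse 3) to 6.31 (without rIL-13 mouse 5) without 1 mouse.

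For the lists between rIL-4 and rIL-13, the mitochondrially encoded genes in microglia had a median of 1.55 with only the 6 libraries (adjusted p = 0.0740, fry) and from 1.18 to 1.80 without 1 mouse. In macrophages, they had from 0.37 to 0.73, passing without rIL-4 mouse 9 (adjusted p = 0.0398, fry), and passed with camera and a preset correlation at the same median of 0.55. With that preset, the nuclear-encoded genes passed at 0.11 in microglia and -0.14 in macrophages, and glycolysis at 0.27 in microglia. Glycolysis in microglia was from 0.22 to 0.34 without 1 mouse, passing without rIL-4 mouse 8 (adjusted p = 0.0158, fry). The nuclear-encoded genes in macrophages were from -0.27 to 0.0130 (reversed, without rIL-4 mouse 8). Glycolysis in macrophages, near 0 throughout, was -0.000524 with only the 6 libraries (reversed) and from -0.16 (reversed, without rIL-4 mouse 9) to 0.18 without 1 mouse. Adhesion lost its threshold in microglia at -0.32 with only the 6 libraries (adjusted p = 0.0740, fry) and at -0.31 with camera, under the preset and the estimated correlation. In macrophages, it lost it at -0.25 with only the 6 libraries, at -0.28 with camera and an estimated correlation, and in every fit without 1 mouse of the comparison, from -0.38 to -0.0342. Proliferation in macrophages lost it at -1.11 with camera and an estimated correlation, and in those fits, from -1.24 to -0.93. In the interaction, the mouse as a block took the mitochondrially encoded genes, at 0.89, and proliferation, at 0.78, past the threshold (adjusted p = 0.0468 each, fry).

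Against PBS, the mitochondrially encoded genes lost their threshold in rIL-4 macrophages at 0.63 with only the 6 libraries and at 0.65 with camera and an estimated correlation, and were from 0.45 (without rIL-4 mouse 8) to 0.85 without 1 mouse. In rIL-13 microglia, they passed at 0.27 with camera and a preset correlation. With that preset, the nuclear-encoded genes passed at 0.38 in rIL-13 macrophages, 0.28 in rIL-13 microglia and 0.23 in rIL-4 macrophages. They lost the threshold at 0.40 in rIL-4 microglia with an estimated correlation, and were from 0.18 to 0.37 (passing, without rIL-13 mouse 7) in rIL-13 microglia. Glycolysis was from 0.0673 to 0.23 (passing, without rIL-4 mouse 8) in rIL-4 microglia, from -0.14 to 0.00919 (reversed, without PBS mouse 2) in rIL-13 microglia and from -0.0188 (reversed, without rIL-4 mouse 9) to 0.30 in rIL-4 macrophages.

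Among named genes, directions reversed in fits without 1 mouse and in no case for a gene called DE. Against PBS, Il4ra was from -0.0105 to 1.07 in rIL-13 macrophages, from -0.19 to 0.55 in rIL-13 microglia, from -0.23 to 0.81 in rIL-4 macrophages and from -0.10 to 0.81 in rIL-4 microglia, lowest without rIL-13 mouse 6 or rIL-4 mouse 9. In rIL-13 microglia, Irs2 was from -1.60 to 0.0327 and Nos2 from -0.20 to 1.21, and in rIL-13 macrophages Stat6 was from -0.0704 to 0.17. Between the cytokines, Trem2 in microglia was from -0.50 to 0.25, and in macrophages mt-Atp8 was from -1.14 to 0.12, mt-Co3 from -0.28 to 0.30 and mt-Nd3 from -0.12 to 0.69.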

Differences from the paper's values

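The paper gives 477 DE genes between rIL-4 and rIL-13 in microglia, where edgeR's test called 6. The paper used DESeq2, in an earlier version than the one run here, so its counts and edgeR's also differ by test. Of the alternatives set before the data were examined, DESeq2's Wald test, with 702 genes, is within 1.5 times the paper's 477, and the others are not, at between 0 and 138. For genes higher with rIL-13, the paper gives 352 and 6 were called here. DESeq2, with 485, is within 1.5 times the paper's value and the others are not. For genes higher with rIL-4, the paper gives 125 and 0 were called here, where 1773 genes in both directions had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap, with 217 from DESeq2 and 51 from all 18 libraries the nearest.

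In macrophages, the paper gives 415 DE genes and 34 were called here, and for genes higher with rIL-13 the paper gives 251 and 30 were called here. Among the alternatives set before the data were examined, DESeq2 closed both gaps, with 399 and 248, and the others did not. An alternative chosen after seeing the values, the residual component as a covariate, gave 445 and 258.

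The paper states that every DAM gene it analysed other than Ccl6 was significantly lower in microglia with rIL-4. Over all genes tested, Axl was (adjusted p = 0.0295, edgeR), and Apoe (adjusted p = 0.0759), Cd9 (adjusted p = 0.0767), Csf1 (adjusted p = 0.176) and Trem2 (adjusted p = 0.374) were not. Adjusted over the list alone, Apoe, Cd9 and Csf1 were as well, and Trem2 was not (adjusted p = 0.0783, edgeR). DESeq2 and the filter of at least 10 counts in every library each called 4 of the 6 genes. The paper tested these genes by ANOVA with Tukey's correction on normalized values. That test was not rerun here, so these differences can come from the test and the adjustment.

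The paper counts mt-Co1, mt-Nd4 and mt-Cytb among the genes significantly higher with rIL-4 in macrophages. They were higher here, with adjusted p of 0.179, 0.204 and 0.283 in edgeR. DESeq2 called mt-Co1 (adjusted p = 0.0164) and mt-Nd4 (adjusted p = 0.0411), and no alternative called mt-Cytb, whose lowest adjusted p was 0.116 with DESeq2. The paper's count of respiratory chain genes among the leading genes higher with rIL-4 in microglia is 6, against 5 here. It was 6 with DESeq2's size factors and with robust empirical Bayes. It was 0 with DESeq2's test. The paper states that oxidative phosphorylation was enriched among these microglial genes. No gene was called higher here, and with DESeq2 10 of 217 were on the list, with 8 of 51 in all 18 libraries.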

Other observations

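The tests of microglial and of neutrophil RNA in the macrophage libraries, of macrophage RNA and Ccl6, of nuclear copies of mitochondrial genes and of deviations shared between mice were chosen only after the result was seen and what each would show was written down after it had been run, and the values compared in the tests of RNA from other cells, and the genes left out of the marker sums in macrophages, were chosen after the marker sums had been seen.

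Of the 10 splits of the 6 libraries into 3 and 3, 1 split gave as many DE genes as treatment, the real one, in each of the 3 comparisons of microglia, in each of the 3 of macrophages and between the cell types in PBS. The other splits gave at most 0 calls, with between 921 and 1454 genes at an unadjusted p under 0.05 in microglia and between 210 and 1967 in macrophages for rIL-4 and rIL-13. For the mitochondrially encoded list between rIL-4 and rIL-13, 1 split had a median as far from 0 in each cell type, the real one, and the largest of the others was 1.17 in microglia and 0.53 in macrophages. For the nuclear-encoded list, 5 of the 10 splits did in microglia and 5 in macrophages, and for glycolysis 2 did in microglia and 10 in macrophages. With 10 splits, of which the real one is always 1, the splits alone cannot exclude chance, and by them the grouping of these mice and treatment cannot be told apart in the comparisons of treatments. Between the cell types, both groups of libraries came from the same 3 mice, so that a difference between mice does not enter.

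The mitochondrial share of counts between rIL-4 and rIL-13 was weighed against 2 technical explanations. Nuclear copies of mitochondrial genes (Gm28437, Gm28661, Gm29216 and Gm10925) rose with the mitochondrial genes, with a log2 ratio of 1.30 in microglia and 0.71 in macrophages, which argues against reads having moved between genes and copies. Library complexity stays open. The library with the fewest genes of at least 10 counts had the highest mitochondrial share in 1 of the 3 groups in microglia and in 0 of the 3 in macrophages. On average, rIL-4 microglia had 935 fewer such genes than rIL-13 microglia, so that library complexity and treatment cannot be told apart there. In macrophages, rIL-4 libraries had 320 more, between 12895 and 13455 against between 12532 and 13093, which is opposite to what low complexity needs. Since these ranges overlap, complexity is not excluded there. Stress of the cells during sorting was not tested.

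GC content or gene length argues little for the DE genes between rIL-4 and rIL-13. After removal of a smooth trend on both, 6 of 6 calls were kept in microglia and 33 of 34 in macrophages, although the removal moved 5069 and 2389 genes by over 0.1 on the log2 scale. The number of calls stayed at 6 in microglia and rose from 34 to 69 in macrophages, and the cause of the rise was not tested.

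RNA from other cells was weighed for the 6 genes lower in rIL-4 microglia, since the fibroblast and pericyte genes fell too, from 4617 to 993 CPM. This fall came largely from rIL-13 mouse 6, with 10009 CPM, and without it the sum with rIL-13 was 1922 CPM. Had the calls followed the gene of that list that fell most, Vtn, the 3 rIL-4 libraries would have held 886 of their counts, and they held 2. Without mouse 6, it would have been 1377, after Acta2. However, the 6 genes were called for their fall in these same data, so that fewer counts than expected were likely in advance. Genes of at least 10 counts were also fewer in rIL-4 microglia, between 13338 and 13744 against between 14130 and 14583 with rIL-13. Fewer fibroblasts and pericytes are therefore not excluded as the cause. For the 30 genes lower in rIL-4 macrophages, 9 lists of non-myeloid genes were summed, which hold 0 of the 30. Over all listed genes, the largest fall was 135 CPM, for the astrocyte list, through Cst3, which had 967 CPM in PBS macrophages and 772 CPM with rIL-13 against 537 CPM with rIL-4, so that this sum does not measure astrocyte RNA here. Without the listed genes that had 10 CPM or more in PBS macrophages, the largest fall was 9.14 CPM, for the erythroid list, against 632 CPM for the calls. The astrocyte list rose through Gja1 (5.60 CPM with PBS, 161 CPM with rIL-13 and 211 CPM with rIL-4). The endothelial list rose through Pecam1 (7.63, 124 and 199 CPM) and Flt1 (5.72, 26.7 and 58.1 CPM). These sums do not measure such RNA either. The other genes counted in these lists had at most 2.55 CPM (Gfap) and 1.78 CPM (Cldn5) with rIL-13. The small falls argue against RNA of these non-myeloid cells as the whole cause, while it stays open for single genes among the 30. Neutrophil genes fell by 890 CPM, from 1489 to 600, through 1 library, that of rIL-13 mouse 6, with 3282 CPM. Without this mouse, the list did not fall (593 CPM with rIL-13 and 600 CPM with rIL-4, a fall of -6.77 CPM), while the calls fell by 647 CPM and 19 of the 30 were still called lower. This argues against neutrophil RNA as the whole cause.

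Microglial RNA in the macrophage libraries was weighed for the same 30 genes. Of these, 28 were called higher in PBS microglia than in PBS macrophages (adjusted p under 0.05, edgeR), against 17.3% of the 13089 genes tested in both comparisons (odds ratio 67.9, Fisher's exact test, two-sided, p = 1.16e-19). Fisher's test takes genes as independent, which they may not be. The share of microglial RNA that Siglech allows was at most 7.63% in rIL-13 macrophages and 1.99% in rIL-4 macrophages. Shares of that size give 50% or more of the fall for 22 of the 30 genes and 71.6% of the summed fall. For 8 of the 22, however, they give more than the whole fall, from 172% to 846%, which argues against shares of that size if the microglia libraries held microglial RNA only. With each gene limited to its own fall, the sum is 53.4%. The lowest share that a called gene allows in rIL-13 macrophages, 0.875% by Ctla2a, gives 9.72% of the summed fall at most. The microglia libraries also held endothelial and fibroblast genes, so that the share is not fixed by these values. The homeostatic microglia list fell in the same comparison, by a median log2 fold change of -2.05 (adjusted p = 0.0173, fry), but 5 of its 16 genes are among the 30, and the median of the other 11 was -1.41. For 6 of the 30 genes, the highest share gives less than 50% of the fall even with no microglial RNA in rIL-4 macrophages, which argues against it as the whole cause for them. Among these are the 2 genes not called higher in PBS microglia, Cd5l (28.7% at most) and Tlr13 (7.53%), named here after their values were seen. For the other 24, microglial RNA and lower expression by the macrophages themselves cannot be told apart.

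Macrophage RNA in the microglia libraries was weighed for the rise of Ccl6 with rIL-4. The highest share that the listed macrophage genes allow, 8.79% by Thbs1, gives 22.5% of the rise over PBS, which argues against it as the whole cause. A response of the microglia to rIL-4 stays a hypothesis.

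In macrophages, mice 2, 6 and 9, 1 of each group, deviated most alike from their group means (mean correlation 0.447). Their microglia libraries ranked 1 of the 27 ways to take 1 mouse of each group, in a test of a difference between mice unrelated to treatment, with a mean correlation of 0.128. A difference between these mice, in surgery, lesion or handling, may add variance within the groups. No batch is given for the libraries, and no biological explanation was tested.

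Between rIL-4 and rIL-13, the marker lists had these median log2 fold changes in microglia (adjusted p, fry): homeostatic microglia -0.62 (0.408), wider DAM 0.04 (0.575), astrocyte -0.61 (0.396), B cell -0.14 (0.575), endothelial -0.07 (0.857), ependymal and oligodendrocyte precursor -0.72 (0.266), erythroid 1.50 (0.535), fibroblast and pericyte -2.01 (0.266), monocyte and macrophage 0.40 (0.575), neuron -0.40 (0.424), neutrophil -0.28 (0.575) and oligodendrocyte 0.81 (0.408). The T and NK list had 2 of its 3 genes near the floor and an adjusted p of 0.181 in fry. In macrophages, beside the homeostatic list, they were wider DAM -0.08 (0.741), astrocyte -0.40 (0.391), B cell -0.96 (0.157), endothelial -0.44 (0.157), ependymal and oligodendrocyte precursor -1.89 (0.0425), erythroid -2.03 (0.633), fibroblast and pericyte -2.87 (0.00915), monocyte and macrophage -0.32 (0.391), neuron 0.10 (0.601), neutrophil -1.19 (0.391), oligodendrocyte -0.04 (0.741) and T and NK 0.02 (0.865). The wider DAM list holds the 6 DAM genes of the paper among its 30. Against PBS, fry was run on the same lists. In rIL-4 microglia, homeostatic microglia -1.51 (0.0482), ependymal and oligodendrocyte precursor -1.63 (0.00384) and fibroblast and pericyte -2.36 (0.0388) passed the threshold. In rIL-4 macrophages, homeostatic microglia -3.73 (0.00216) and fibroblast and pericyte -3.76 (0.00105) were among those that passed. No list passed in rIL-13 microglia. Whether RNA from other cells adds to the calls against PBS was not tested.

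For genes of the proteins that the paper measured by flow cytometry, Arg1 rose against PBS by a log2 fold change of 4.77 with rIL-4 (adjusted p = 0.00167, edgeR) and 3.91 with rIL-13 (adjusted p = 0.00894, edgeR) in microglia, and by 2.62 and 2.60 in macrophages. Mrc1 rose by 4.30 and 3.22 in microglia, the second not past the threshold (adjusted p = 0.0524, edgeR), and by 4.84 and 4.56 in macrophages. Fcgr2b rose by 1.95 and 1.79 in microglia and by 1.64 and 1.61 in macrophages. Il13ra1 fell by 0.64 on the log2 scale in rIL-4 macrophages (adjusted p = 0.0329, edgeR). Fcgr3, Nos2, Il4ra, Stat6 and Irs2 did not pass the threshold against PBS in either cell type. In macrophages, 3 of the 6 DAM genes were DE with rIL-4, Apoe at -1.86 (adjusted p = 0.0240, edgeR), Trem2 at -0.75 (adjusted p = 0.0414, edgeR) and Ccl6 at 2.73 (adjusted p = 0.000199, edgeR), and 1 was with rIL-13.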
